# Evaluating the Stability of RNA-Seq Transcriptome Profiles and Drug-Induced Immune-Related Expression Changes in Whole Blood

**DOI:** 10.1371/journal.pone.0133315

**Published:** 2015-07-15

**Authors:** John F. Bowyer, Karen M. Tranter, Joseph P. Hanig, Nathaniel M. Crabtree, Robert P. Schleimer, Nysia I. George

## Abstract

Methods were developed to evaluate the stability of rat whole blood expression obtained from RNA sequencing (RNA-seq) and assess changes in whole blood transcriptome profiles in experiments replicated over time. Expression was measured in globin-depleted RNA extracted from the whole blood of Sprague-Dawley rats, given either saline (control) or neurotoxic doses of amphetamine (AMPH). The experiment was repeated four times (paired control and AMPH groups) over a 2-year span. The transcriptome of the control and AMPH-treated groups was evaluated on: 1) transcript levels for ribosomal protein subunits; 2) relative expression of immune-related genes; 3) stability of the control transcriptome over 2 years; and 4) stability of the effects of AMPH on immune-related genes over 2 years. All, except one, of the 70 genes that encode the 80s ribosome had levels that ranked in the top 5% of all mean expression levels. Deviations in sequencing performance led to significant changes in the ribosomal transcripts. The overall expression profile of immune-related genes and genes specific to monocytes, T-cells or B-cells were well represented and consistent within treatment groups. There were no differences between the levels of ribosomal transcripts in time-matched control and AMPH groups but significant differences in the expression of immune-related genes between control and AMPH groups. AMPH significantly increased expression of some genes related to monocytes but down-regulated those specific to T-cells. These changes were partially due to changes in the two types of leukocytes present in blood, which indicate an activation of the innate immune system by AMPH. Thus, the stability of RNA-seq whole blood transcriptome can be verified by assessing ribosomal protein subunits and immune-related gene expression. Such stability enables the pooling of samples from replicate experiments to carry out differential expression analysis with acceptable power.

## Introduction

From a clinical standpoint, transcriptomic profiling of human blood (peripheral), or its various cells types, can be a useful tool for identifying biomarkers related to disease, immune response, and exposure to irritants [1–5]. Transcriptome analysis of blood in animal studies has also shown potential for identifying candidate blood-based biomarkers [6]. Until recently, much of the prior research has been conducted using microarray technologies. However, due to greater precision, increased coverage, and larger dynamic range, RNA sequencing (RNA-seq) platforms offer a competitive alternative to analyze changes in transcriptome expression [7]. Although whole blood analysis faces a unique set of challenges because globin mRNA depletion is necessary to ensure data quality, the purported advantages of RNA-seq technologies in terms of dynamic range and novel differential expression have also been observed in whole blood transcriptome studies [2,8]. These researchers found that despite some of the advantages of RNA-seq over microarrays, RNA sequencing reported greater within-group variability in whole blood. Typically, RNA-seq expression demonstrates higher reproducibility and lower variability in genes with high expression [7,9,10] but globin reduction can affect signal variability in whole blood. Thus, we evaluated the stability of globin-depleted mRNA from whole blood RNA-seq expression over time. Since RNA-seq technologies have been approved for clinical use by the FDA [11], changes in blood transcriptome due to toxicity in laboratory animals will play a large role in translating such changes to human data.

Globin transcripts compose over 70% of the expressed mRNA signal isolated from whole blood, and their removal has been reported to increase the integrity of transcript expression [12,13]. However, it has also been suggested that globin transcript depletion affects RNA yields, which would likely affect expression profiles [13]. As an additional means of assessing the overall stability of globin-depleted whole blood RNA-seq profiles, we have studied two sets of important comparisons. One set of comparisons is based on subunits of the 80s ribosome. In humans and mammals, the 80s ribosome consists of over 70 protein subunits, each of which is encoded by its own specific transcript [14]. These subunits are relatively unaffected by most drug treatments and experimental manipulations and are often used as “housekeeping” genes for RT-PCR [15–18]. Because all the subunits are necessary for 80s ribosomal function, their transcripts should be expressed at high levels (relative to the entire transcriptome).

The second comparison profiles transcripts found in the various types of leukocytes (white blood cells). Here, we compared the expression of transcripts specific for monocytes/macrophages, lymphocytes (T-cells and B-cells), and all leukocytes. In rat blood, there are roughly 10-times as many B- and T-cells (approximately equal in number) as monocytes. B-cells and T-cells make up approximately 80% of all leukocytes in rat blood and monocytes comprise only about 3%. Thus, one might suppose that the expression of monocyte specific transcripts to those specific for T-cells or B-cells might be 10-fold less and 30-fold less than transcripts expressed in all leukocytes. However, such an assumption is not correct for the chemokine, C-C motif, receptor 1 (*Ccr1*) since this gene is expressed at very high levels in monocytes. In contrast to this, neutrophils consist of over 10 to 20% of the white blood cells (WBC) in the circulating blood of rat but have relatively low levels of mRNA present, as is the case with most end stage cells including eosinophils and basophils [19].

The second primary objective of this study was to assess the stability of control and drug-treated transcriptome expression in the whole blood of Sprague-Dawley rats over time. Many laboratories often replicate the same experiment over time to ensure reproducibility of significant changes in expression resulting from drug or toxicant exposure. Generally, data from all time points are then pooled. However, when detecting modest changes (e.g. 1.5- to 3-fold), pooling data can be problematic if the measured endpoints fluctuate by 2-fold or more over time in the control group. In the current study, stability was assessed across four time points (ranging over a 2 year period) for a control group and a treatment group. Stability was evaluated primarily through comparisons of the expression profile of ribosomal subunit proteins and secondarily through comparisons profiling the entire transcriptome.

## Methods

### Animal Dosing and Sacrifice

This study was carried out in accordance with the declaration of Helsinki and the Guide for the Care and Use of Laboratory Animals as adopted and promulgated by the National Institutes of Health. The use of animal testing in this study was done under protocols E7295 and E7519 (issued to John Bowyer) that were approved by the NCTR institutional animal care and use committee (IACUC) which is fully accredited (Food and Drug Administration—National Center for Toxicological Research Accreditation #A4310-01) by NIH-OLAW. Nine- to ten-week-old (≈ 65 days) male Sprague-Dawley rats, ninety five total, were obtained from the Charles River Laboratories [Crl:CD(SD)]. Upon arrival at NCTR they received tail tattoos for identification. Prior to testing, rats were housed 2 per cage with food and water available ad libitum. Rats were housed on a daily 12 hr light cycle with lights on at 6:00 am and off at 6:00 pm. During housing, the temperature (23°C) and humidity (53%) were controlled. The rats were tested between 12 and 13 weeks of age (≈ 87 days old).

The data used in this study (a cohort of a larger study contained in GSE62368 and GSE64778) is comprised of data from *n* = 22 saline dosed “control” rats and *n* = 21 rats given a neurotoxic exposure to AMPH. The larger study was carried out to identify mRNA biomarkers and to determine transcriptional immune-related responses present in circulating blood after neurotoxic exposures to hyperthermia, neurotoxic AMPH exposure, and non-neurotoxic AMPH exposure. Herein, we focus solely on the control and neurotoxic AMPH treatment groups. Multiple replicates of the same experiment were conducted over a 2 year period. This was done to ensure that any significant effects seen in transcript expression would be robust and reproducible over time and hopefully subsequently observable in other laboratories. The sample size of the control group at each time period was: Con1: *n* = 3, Con2: *n* = 7, Con3: *n* = 6, and Con4: *n* = 6. The size of the AMPH groups were: AMPH1: *n* = 5, AMPH2: *n* = 3, AMPH3: *n* = 6, and AMPH4: *n* = 7. The saline control and AMPH groups were sacrificed on: Con1 and AMPH1, September 2012; Con2 and AMPH2, June 2013; Con3 and AMPH3, Aug 2013; Con4 and AMPH4, July 2014.

Dosing commenced at 8:00 a.m. and ended at 2:00 p.m. AMPH-exposed animals were given 4 doses of amphetamine comprised of a sequential exposure to 5, 7.5, 10, and 10 mg/kg AMPH subcutaneously with 2 hr between each dose. The d-amphetamine-sulfate (Sigma-Aldrich, St. Louis, MO) dose was dissolved in normal saline (1 ml/ kg injected). This AMPH dosing paradigm was modified slightly from an original acute methamphetamine dosing paradigm that was shown to produce neurotoxicity [20,21]. The saline animals received 4 injections of 1 ml/kg s.c. In all groups, the behavior and body temperature of each rat were monitored hourly during saline or AMPH exposure and until at least 3 hr after the last dose (time of sacrifice). The lethal effects of hyperthermia and hyperpyrexia in the AMPH groups when body temperatures exceeded 41.4°C were prevented by placing the animals unrestrained on crushed ice for 15 to 30 min in a clean, wood chip free cage to allow their temperatures to drop below 40.0°C.

### Collection and processing of cardiac blood

All rats were sacrificed at 4 to 5 pm with an overdose of 300 mg/kg body weight of pentobarbital, resulting in deep anesthesia in less than 3 min. At that point, 3 to 5 ml of cardiac blood was withdrawn from the heart using an 18 gauge needle attached to a 5 ml syringe, and the rats were then euthanatized with decapitation. Approximately 1 ml of the blood was immediately separated into approximately three 300 μl aliquots, frozen on dry ice in cylindrical foil capsules, and then stored at -70°C for later RNA-seq analysis. The remainder of the blood was injected into a 7.0 ml BD (Franklin Lanes, NJ) Vacutainer containing 12 mg EDTA (data from these aliquots are to be reported at later date). One ml was used to count the total RBC and WBC numbers as well as the different types of WBC present. Within 12 h of collection of the cardiac blood in EDTA coated vacutainers, one ml was used to determine total RBC, WBC counts, and the numbers of lymphocytes (T- and B-cells), monocytes, neutrophils, basophils and eosinophils present. Complete blood counts were determined on an ABX Pentra 60 C+ analyzer (ABX, Irvine CA). Maintenance and calibration was done according to the manufacturer’s recommendations. Three levels of assayed controls were included in daily analyses as internal controls.

### RNA isolation and RNA-seq processing

RNA isolation was performed using RNAzol BD (Molecular Research Center, Inc., www.mrcgene.com) [9] with modified procedures for frozen blood. Just prior to RNA isolation, the frozen 300–400 μl RBC or whole blood aliquots were placed on dry ice and cut into approximately 100 to 150 μl sections. Two or three of these smaller sections were immediately (were not allowed to thaw) homogenized in 1.6 ml of RNAzol BD containing 45μl of 5 N acetic acid using a 2 ml Teflon pestle homogenizer. Approximately 300 to 400 μl of frozen whole blood was used for RNA isolation. Separation of the upper phase containing the extracted RNA with lower phases containing protein and DNA was accomplished by adding 350 μl of 4-bromoanisole and centrifugations at 12,000 x g for 10 min. To precipitate the RNA, 600 μl 2-propanol was added to 600 to 700 μl the extracted upper phase. After 15 min, centrifugation at 12,000 x g was performed. The RNA ppt was washed once with 70% ethanol and water and a second wash of 100% ethanol. After ≈ 1 min air drying the RNA was dissolved in 25 to 35 μl of RNase-free water. The final total cellular RNA recovered ranged from 5 to 25 μg and was stored at -70°C until shipment for data processing. Two to four μl of each aliquot was set aside for purity analysis at NCTR using an Agilent 2200 TapeStation System (Agilent Technologies, Palo Alto, CA).

The isolated total RNA was then shipped overnight on dry ice to Expression Analysis Inc. [EA; Durham, NC] for globin transcript removal and sequencing. Alpha and Beta Globin mRNA were substantially depleted from total RNA samples using the GlobinClear-Mouse/Rat Kit (Life Technologies # AM1981), essentially as described by the vendor. Briefly, 1.25 μg of total RNA isolated from whole blood was combined with biotinylated capture oligonucleotides complementary to globin mRNAs and the mixture incubated at 50°C for 15 minutes to allow duplex formation. Streptavidin magnetic beads were added to each specimen, and the resulting mixture was incubated for an additional 30 minutes at 50°C to allow binding of the biotin moieties by Streptavidin. These complexes, comprising Streptavidin magnetic beads bound to biotinylated oligonucleotides that are specifically hybridized to globin mRNAs, were then captured using a magnet. The globin-depleted supernatant is transferred to a new container and further purified using RNA binding beads. The final globin mRNA-depleted RNA samples are quantitated by spectrophotometry using a NanoDrop ND-8000 spectrophotometer.

### RNA-seq Expression Profiling

EA created the library and performed 50bp paired-end and strand-specific sequencing using an Illumina platform. A total of 25–35 million reads were generated per sample. Sequencing by synthesis methods, as implemented via Illumina technology, were used to generate the RNA-seq data. Globin mRNA-depleted RNA samples were converted into cDNA libraries using the TruSeq Stranded mRNA Sample Prep Kit (Illumina, #RS-122-2103). Starting with 300 ng of globin mRNA-depleted RNA, polyadenylated RNA (primarily mRNA) was selected and purified using oligo-dT conjugated magnetic beads. This mRNA was chemically fragmented and converted into single-stranded cDNA using reverse transcriptase and random hexamer primers, with the addition of Actinomycin D to suppress DNA-dependent synthesis of the second strand. Double-stranded cDNA was created by removing the RNA template and synthesizing the second strand in the presence of dUTP in place of dTTP. A single A base was added to the 3’ end to facilitate ligation of sequencing adapters, which contain a single T base overhang. Adapter-ligated cDNA was amplified by polymerase chain reaction to increase the amount of sequence-ready library. During this amplification the polymerase stalls when it encounters a U base, rendering the second strand a poor template. Accordingly, amplified material used the first strand as a template, thereby preserving the strand information. Final cDNA libraries were analyzed for size distribution using an Agilent 2200 TapeStation (D1000 Screentape, Agilent # 5067–5582), quantitated by qPCR (KAPA Library Quant Kit, KAPA Biosystems # KK4824), then normalized to 2 nM in preparation for sequencing.

The 2nM normalized samples were pooled. cDNA templates were denatured using fresh 0.1N NaOH, and then diluted to a final loading concentration of 13pM. Cluster generation was performed on an Illumina cBOT (v1.5.12.0) using an Illumina TruSeq Paired-End Cluster Kit v3 (Illumina # PE-401-3001) to cluster an Illumina Paired End Flow Cell. Templates were attached to the flowcell via a dense lawn of oligonucleotides that bind to the sequencing adapters added during sample preparation, which are extended and then denatured. The flowcell was then sequenced through 51 bases, paired end, with an 8 base index cycle on an Illumina HiSeq 2000 (HiSeq Control Software v 1.5.15.1). During sequencing cycles, fluorescent reversible terminator dNTPs were added to the clusters, with only a single base per target being incorporated. Following imaging of the clusters, the terminator and fluorescent tag were cleaved so that the next base could be incorporated. Quality control files contained read length and depth results (before and after clipping), presence of artifact/ duplicate sequences, distribution of base quality and base frequency by sample. Also, flow cell total yield, PF reads, barcode quality, alignment summaries and number of genes detected were determined. The basecall files were converted to fastq files using CASAVA 1.8.2. The fastq files were clipped using fastq-mcf with the parameters “—max-ns 4—qual-mean 25-H-p 5-q 7-l 25” [22]. The fastq files were aligned to the rat Ensembl release 70 transcriptome (rn5) using bowtie 0.12.9 with the parameters “-e 500 –m 100 –chunkmbs 256”. The alignments were quantified using RSEM v 1.2.0 with no special parameters.

### RNA-seq Data Analysis

RNA-seq by Expectation-Maximization (RSEM) [23] data generated by EA was rounded to produce digital expression values. In total, 16,881 transcripts were mapped to the reference rat genome in all samples. Transcript-level outliers within each experimental group were identified by the iLOO method [24] and subsequently replaced with the trimmed mean. All reports of average transcript expression are summarized using DESeq2 normalized counts [25]. DESeq2 was also used to carry out differential expression analysis. Significance was assessed using p-values adjusted by the Benjamini-Hochberg method for multiple comparison testing. Transcripts with adjusted p-values lower than 0.05 and absolute log_2_(FC) values exceeding specific cutoffs were declared significant. All reported values of correlation reflect Pearson’s correlation coefficient and are significant at α = 0.05.

A number of criteria were used to identify the most stable transcripts for RNA-seq data. Ideally, a stable transcript would show minimal variability, be consistently expressed in the high region of expression, and demonstrate consistent expression across treatment groups. Thus, candidates for stable expression were transcripts with no detected outliers, no measurements in the low expressed region [26], and no significant difference between the control and treatment group.

All analyses were carried out in R (http://www.r-project.org).

## Results

The RNA integrity number (RIN) for the control whole blood samples (n = 22) ranged from 7.0 to 9.4, averaging 8.3 ± 0.15 (mean ± SEM). The RIN for the AMPH group ranged from 6.9 to 9.3, averaging 8.1 ± 0.15 (mean ± SEM), and did not significantly differ from control. 

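Whole blood was taken 3 h after the last of 4 injections spaced 2 h apart, of saline or of AMPH at 5, 7.5, 10 and 10 mg/kg, in a 22.5 C environment. The authors deposited the RSEM expected counts of each gene in each rat, without normalization, and these were rounded to whole numbers here. The files analysed here hold 6 saline control rats, numbered 17 to 22, and 22 AMPH rats. All 6 controls and 8 of the AMPH rats carry IDs ending in W, and the other 14 AMPH rats carry IDs of an earlier form, called the first series below. The remaining control rats of the paper are not in the files analysed here, and the labels do not assign rats to the paper's 4 time groups. Total counts ranged from 24355860 to 39025229 in the controls (median 30997757), from 28642641 to 40530319 in the W series AMPH rats (median 32136984) and from 19055615 to 31299631 in the first series (median 26726990). Means are of counts normalized by DESeq2's size factors, as in the paper, and each is given with its SD. The paper's replacement of outlying values by trimmed means was not repeated. Fold changes and adjusted p-values are from edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, comparing the 8 W series AMPH rats with the 4 controls left after the paper's Mb criterion. The first series AMPH rats entered only where stated, since they were sequenced in other projects and their files list other genes. For hemoglobin alpha, Hba-a2 (ENSRNOG00000029886) had a mean of 1188700 ± 198270 normalized counts in the controls (SD, n = 4), the highest of all genes, and took 5.34% of the counts (range 4.96% to 5.91%). In the 22 AMPH rats its mean was again the highest, at 5.69% of the counts, with a range of 1.51% to 16.6%. Hba2 (ENSRNOG00000047321) took 1.92% of the counts in the 4 controls and 2.50% in the AMPH rats. In single rats, Hba-a2 was the highest gene in 5 of the 6 controls, in 8 of the 8 W series AMPH rats and in 6 of the 14 first series rats. ENSRNOG00000043866, which the files give no symbol, was the highest in 1 control and 7 first series AMPH rats, and UBB was the highest in 1 first series rat. Over all 6 controls, the Hba-a2 mean was 1280200 normalized counts. The paper reports from its means that Hba stayed the highest expressed transcript after globin depletion.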

Although globin depletion is reported to reduce expression [2], hemoglobin alpha (*Hba*) remained the highest expressed transcript. 

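The longest gene list among the files holds 1124 genes whose symbols begin with Olr, while the list used for the controls and the W series AMPH rats holds 65. In the 4 controls, 39 of these genes had at least 1 count and 12 had a mean above 1 normalized count. Over the 22 AMPH rats 18 genes had a mean above 1, and in the W series AMPH rats alone 12 did. Counting a gene when its mean was above 1 in either the controls or the AMPH rats gave 19 genes. The highest of them in both groups was Olr1, with a mean of 346 normalized counts in the controls and 550 in the AMPH rats. Genes were taken by symbol alone, so it was not checked that each of them, Olr1 included, is an olfactory receptor. Genes missing from a file's list were treated as not measured, since an absent gene cannot be told from a gene with 0 counts. The paper takes the near absence of olfactory receptor transcripts as what blood should show.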

Also, as would be expected, the expression of olfactory receptor genes (approximately 1,200 unique transcripts [10]) was virtually absent in blood with only 14 genes having counts greater than 1. In addition, we assessed whether high levels of myoglobin transcript (*Mb*) were present in the blood samples. Since cardiac muscle contains very high levels of myoglobin [27], high expression of the myoglobin transcript could indicate that cardiac muscle was “contaminating” the samples as a result of the cardiac punctures to obtain whole blood. 

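Mb counts in the 6 saline control rats were 0, 7 and 5 in replicates 17, 18 and 19, and 11909, 310 and 13382 in replicates 20, 21 and 22. The counts of replicates 20 and 22 exceeded 5000, and they stayed above it after normalization, at 9774 and 11741. The 3 controls with the higher counts came from another sequencing project than replicates 17, 18 and 19. The paper reasons that a high level of Mb transcript could come from cardiac muscle taken up in the cardiac puncture.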

Two of the control animals from the Con4 group had very high levels (>5000 counts) for *Mb*. They were removed from further analysis resulting in n = 20 for the control group. 

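Among the 22 AMPH rats Mb counts ranged from 0 to 977, with a median of 19.5 and a second highest count of 101. None of the 22 exceeded 5000 counts, with raw or with DESeq2-normalized counts.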

None of the animals in the AMPH group had to be removed from the study due to high *Mb* levels. Mb expression for the remaining control and AMPH animals was relatively low with mean expressions of 29.8 ± 3.4 and 35.8 ± 1.8, respectively.

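In the 4 controls below the criterion, the mean Mb expression was 54.3 ± 102.8 normalized counts (SD, n = 4), with replicate 21 alone at 208. In the 22 AMPH rats it was 68.8 ± 160 (SD, n = 22), and in the 8 of the W series 9.89 ± 15.6 (SD, n = 8). The log2 fold change of the W series AMPH rats to the controls was -2.49 (standard error 1.36, adjusted p = 0.503 from edgeR's quasi-likelihood test). The setting that moved the control mean most was keeping all 6 controls, which raised it to 3622.

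**Figure D1:**
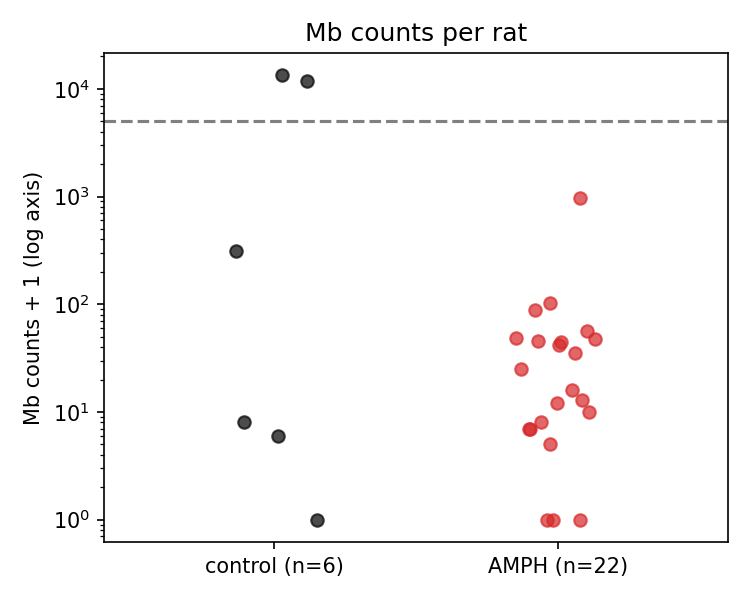
Mb counts plus 1 on a log axis for each of the 6 saline control rats and the 22 AMPH rats, with a dashed line at 5000 counts. Only 2 controls, at 11909 and 13382 counts, lie above the line.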

Average expression for the 70+ genes necessary to encode the 80s ribosome are shown in Table 1. The large 70s subunit transcripts are labeled with an NCBI gene symbol beginning with “*Rpl*,” while the small 30s subunit transcripts begin with “*Rps*.” 

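The 96 transcripts of Table 1 were ranked by mean normalized count among all genes, with rank 1 the highest. Of these 96, 83 ranked within the top 5% in the 4 controls, that is within rank 1023 of the 20462 genes with a count in at least 1 control or AMPH rat. Over the 22 AMPH rats, 81 did. Their median was 13944 normalized counts in the controls and 15683 in the AMPH rats, and together they took 7.28% ± 0.894 of the counts in the controls (SD, n = 4) and 6.60% ± 1.04 in the AMPH rats (SD, n = 22). Using the paper's rank of 844 moved the counts most, to 82 in the controls and 79 in the AMPH rats.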

Average expression for most of the transcripts was ranked in the top 5^th^ percentile of expression levels (i.e. rank of 844 or higher). All of the ribosomal subunit genes, except Rpl22, had at least one transcript (splice variant) in the top 5^th^ percentile; Rpl22 ranked 1010 in whole blood. 

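The 96 transcripts belong to 74 gene symbols, and all 74 had a transcript within rank 1023 in the controls and in the AMPH rats. Within the paper's rank of 844, 73 symbols had a transcript in the controls, the exception being Rpl22 (ENSRNOG00000011104). Rpl22 ranked 907 with 2539 ± 385 normalized counts in the controls (SD, n = 4) and 996 with 3051 ± 1146 in the AMPH rats (SD, n = 22). Within rank 844, 72 symbols had a transcript in the AMPH rats, where both Rpl36a transcripts also fell outside it, at ranks 1016 and 1030.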

RNA-seq expression of the ribosomal proteins for control animals were highly correlated (r≥0.98 for log2 expression data) across the first 3 time points (Fig 1).

**Fig 1:**
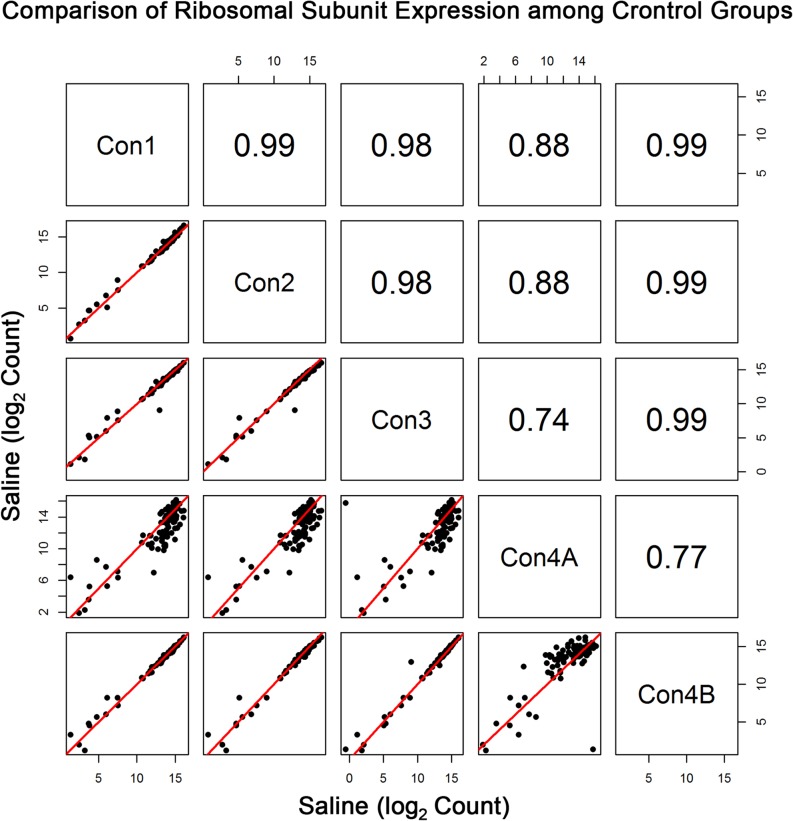
Comparison of the Ribosomal Subunit Expression among Control Groups. Pearson correlation and scatterplot matrix of log2 normalized expression of the ribosomal subunit proteins in control groups, Con1-Con4B. The red solid line is the identity line. Note that the aberrant/anomalous results of Con4A are due to less than optimal amplification prior to sequencing.

**Table 1:** Expression of Rat Ribosomal Subunit Transcripts in the Whole Blood of Control and Amphetamine Treated Rats.

	Saline Control			Amphetamine Treated			
			Expression			Expression	AMPH/
NCBI Gene Symbol	Mean ± S.E.M.		Rank	Mean ± S.E.M.		Rank	Saline Control
Rpl10:ENSRNOG00000027149	31893.0 ±	421.9	105	34635.3 ±	401.4	98	1.3
Rpl10a:ENSRNOG00000000505	9887.6 ±	100.5	334	8928.4 ±	127.1	369	1.2
Rpl11:ENSRNOG00000026260	23073.5 ±	289.6	150	24913.7 ±	391.7	154	1.4
Rpl12:ENSRNOG00000016220	15528.6 ±	365.5	224	15192.8 ±	289.8	248	1.4
*Rpl12:ENSRNOG00000028993	7674.5 ±	167.0	401	7969.2 ±	210.0	408	1.2
*Rpl12:ENSRNOG00000029115	15150.2 ±	247.8	228	14472.4 ±	220.1	256	1.3
Rpl13:ENSRNOG00000015335	29819.8 ±	415.3	117	31336.5 ±	491.6	109	1.5
Rpl13a:ENSRNOG00000020618	28861.6 ±	308.3	120	29432.5 ±	507.0	121	1.4
Rpl14:ENSRNOG00000019007	12413.0 ±	141.1	274	9284.6 ±	112.9	356	0.9
Rpl15:ENSRNOG00000008140	15195.2 ±	166.8	227	13822.1 ±	183.4	263	1.2
Rpl17:ENSRNOG00000018680	21339.7 ±	288.1	167	19123.8 ±	214.3	198	1.1
Rpl18:ENSRNOG00000021035	8567.6 ±	81.7	372	8457.1 ±	138.5	389	1.4
Rpl18a:ENSRNOG00000018795	40188.2 ±	592.3	76	51024.5 ±	1097.5	64	1.8
Rpl19:ENSRNOG00000004741	25006.9 ±	290.9	135	23030.5 ±	352.5	169	1.2
Rpl21:ENSRNOG00000032803	16950.7 ±	275.5	209	16430.0 ±	243.4	226	1.0
Rpl22:ENSRNOG00000011104	2727.7 ±	31.8	1010	2837.7 ±	48.3	983	1.4
Rpl23:ENSRNOG00000004107	13309.8 ±	134.4	259	11163.5 ±	164.0	311	0.9
Rpl23a:ENSRNOG00000023344	17242.6 ±	186.9	205	14001.2 ±	178.8	260	0.9
Rpl24:ENSRNOG00000001611	22081.8 ±	302.1	155	23210.1 ±	337.5	165	1.4
Rpl26:ENSRNOG00000004214	31889.1 ±	499.8	106	33986.3 ±	570.6	101	1.3
Rpl27:ENSRNOG00000020674	7331.6 ±	71.5	415	6345.6 ±	69.5	505	1.1
Rpl27a:ENSRNOG00000014214	24434.3 ±	302.1	140	25924.0 ±	476.5	146	1.3
Rpl29:ENSRNOG00000011138	14791.7 ±	189.7	234	14602.4 ±	199.2	255	1.4
Rpl3:ENSRNOG00000016896	14420.0 ±	141.7	241	8603.1 ±	138.8	385	0.7
Rpl30:ENSRNOG00000005975	13539.3 ±	167.3	255	13097.6 ±	206.3	274	0.9
Rpl31:ENSRNOG00000013508	24249.5 ±	349.2	142	23430.2 ±	332.7	163	1.2
Rpl32:ENSRNOG00000010746	28258.2 ±	396.6	122	28800.5 ±	432.8	128	1.4
Rpl34:ENSRNOG00000016387	8489.6 ±	87.5	375	7677.0 ±	113.7	425	1.2
*Rpl34:ENSRNOG00000038045	28.2 ±	0.7	10918	31.5 ±	0.9	10455	1.5
Rpl35:ENSRNOG00000014272	33448.1 ±	591.9	99	35533.8 ±	514.4	94	1.5
Rpl35a:ENSRNOG00000031641	17519.3 ±	225.7	200	17619.4 ±	239.9	214	1.2
Rpl36:ENSRNOG00000033473	4599.4 ±	54.8	608	5142.6 ±	135.7	581	1.6
Rpl36a:ENSRNOG00000011494	3296.0 ±	32.0	833	2592.8 ±	42.7	1055	1.0
*Rpl36a:ENSRNOG00000031315	3262.0 ±	35.3	846	2692.5 ±	50.0	1026	1.0
Rpl37:ENSRNOG00000012538	38285.2 ±	804.7	81	47356.1 ±	957.2	72	1.7
*Rpl37:ENSRNOG00000033803	6.3 ±	0.4	13020	6.1 ±	0.2	12923	1.2
Rpl37a:ENSRNOG00000023385	19229.3 ±	296.9	186	23055.8 ±	452.0	167	1.6
*Rpl37a:ENSRNOG00000028883	4612.0 ±	61.7	606	6254.9 ±	146.9	512	1.8
Rpl38:ENSRNOG00000036729	34474.2 ±	989.8	93	42146.7 ±	1131.0	81	1.5
Rpl39:ENSRNOG00000043348	9446.1 ±	130.5	343	10128.0 ±	165.6	334	1.0
*Rpl39:ENSRNOG00000050074	1729.5 ±	22.5	1556	1868.1 ±	32.6	1424	1.3
Rpl4:ENSRNOG00000009378	45765.1 ±	487.7	70	38909.3 ±	557.6	87	1.0
Rpl41:ENSRNOG00000042233	80725.2 ±	1496.6	43	109715.4 ±	2532.4	36	1.8
Rpl5:ENSRNOG00000023529	24050.0 ±	243.6	143	16129.6 ±	204.8	233	0.7
Rpl6:ENSRNOG00000025936	10268.5 ±	78.2	322	7202.2 ±	126.3	445	0.8
*Rpl6:ENSRNOG00000031889	3282.0 ±	36.0	838	1904.4 ±	31.8	1401	0.8
Rpl7:ENSRNOG00000006992	29977.4 ±	327.1	116	29814.7 ±	425.4	118	1.1
Rpl8:ENSRNOG00000032635	13255.6 ±	118.4	261	11086.7 ±	164.8	314	1.2
Rpl9:ENSRNOG00000026716	17304.3 ±	159.2	204	13393.7 ±	205.0	272	0.8
*Rpl9:ENSRNOG00000030476	153.6 ±	11.2	7710	264.4 ±	15.2	5606	2.7
Rplp0:ENSRNOG00000001148	73659.3 ±	1015.5	47	81630.6 ±	1118.8	44	1.5
Rplp1:ENSRNOG00000013874	40.9 ±	1.3	10316	79.4 ±	5.8	8646	0.9
*Rplp1:ENSRNOG00000011955	55821.4 ±	911.5	62	74504.6 ±	1882.8	49	1.9
Rplp2:ENSRNOG00000002116	17380.8 ±	256.1	203	19606.5 ±	394.2	194	1.6
Rps10:ENSRNOG00000000490	13917.0 ±	208.8	252	17008.0 ±	395.3	218	1.7
Rps11:ENSRNOG00000020595	26964.8 ±	283.4	126	21665.1 ±	248.7	176	1.0
Rps12:ENSRNOG00000016411	41375.2 ±	662.4	72	49498.5 ±	824.3	69	1.4
Rps13:ENSRNOG00000020502	12198.2 ±	126.3	278	10438.1 ±	143.2	328	1.0
Rps14:ENSRNOG00000018774	26173.5 ±	364.3	129	36716.1 ±	987.6	93	1.8
Rps15:ENSRNOG00000024603	22360.2 ±	351.5	152	25440.3 ±	462.5	149	1.4
Rps15a:ENSRNOG00000018320	12646.9 ±	138.8	272	12070.6	215.2	296	1.1
Rps16:ENSRNOG00000019578	29497.0 ±	348.7	118	32065.2	590.8	106	1.4
Rps17:ENSRNOG00000019106	25283.8 ±	343.9	133	25954.4	418.2	145	1.3
*Rps17:ENSRNOG00000045885	5.2 ±	0.2	13271	6.1	0.2	12921	1.5
Rps18:ENSRNOG00000028505	21474.0 ±	239.0	166	18142.0	259.0	210	1.2
*Rps18:ENSRNOG00000033152	179.6 ±	3.4	7301	204.3	8.9	6314	1.5
Rps19:ENSRNOG00000037897	8822.0 ±	106.2	363	8943.1	123.9	368	1.4
*Rps19:ENSRNOG00000048199	8822.0 ±	106.2	363	8943.1	123.9	368	1.4
Rps2:ENSRNOG00000014179	38904.8 ±	702.2	80	42806.2	800.0	78	1.5
Rps20:ENSRNOG00000008555	5637.0 ±	234.6	514	4117.5	199.2	708	1.1
*Rps20:ENSRNOG00000029627	7704.9 ±	125.6	399	11610.1 ±	382.7	304	2.1
Rps21:ENSRNOG00000006325	10307.7 ±	119.1	319	10628.3 ±	201.3	323	1.4
Rps23:ENSRNOG00000016580	24662.4 ±	393.2	139	25586.8 ±	427.8	148	1.3
Rps24:ENSRNOG00000010189	28135.8 ±	370.4	123	30522.1 ±	547.9	113	1.1
*Rps24:ENSRNOG00000031579	1800.8 ±	21.9	1497	2110.4 ±	48.2	1282	1.2
Rps25:ENSRNOG00000027503	21631.1 ±	276.9	162	22315.4 ±	341.5	173	1.1
Rps26:ENSRNOG00000005517	11789.5 ±	130.0	288	11758.4 ±	172.6	300	1.4
Rps27:ENSRNOG00000016961	17810.5 ±	178.1	197	15471.2 ±	277.0	247	1.0
Rps27a:ENSRNOG00000004426	36526.0 ±	507.4	85	42300.5 ±	764.1	80	1.2
Rps28:ENSRNOG00000049442	25.6 ±	0.8	11066	42.2 ±	1.8	9919	1.8
*Rps28:ENSRNOG00000042886	6562.1 ±	71.4	450	6716.2 ±	122.8	477	1.4
Rps29:ENSRNOG00000004196	62022.7 ±	1182.1	51	77274.0 ±	1721.9	48	1.7
*Rps29:ENSRNOG00000028939	398.2 ±	8.3	4979	542.5 ±	18.5	3683	1.9
*Rps29:ENSRNOG00000029443	79.9 ±	2.3	9166	94.3 ±	3.5	8251	1.1
Rps3:ENSRNOG00000017418	16506.2 ±	146.5	213	12966.6 ±	159.7	278	1.0
Rps3a:ENSRNOG00000011893	34804.9 ±	382.8	92	32152.9 ±	478.1	105	0.9
Rps4x:ENSRNOG00000029574	0.7 ±	0.1	15754	67.2 ±	8.5	8981	16.2
Rps4x:ENSRNOG00000003201	32176.8 ±	387.7	104	30607.2 ±	498.8	112	1.3
Rps5:ENSRNOG00000019453	12298.5 ±	132.2	277	12072.3 ±	193.8	295	1.4
Rps6:ENSRNOG00000007663	20594.8 ±	220.2	175	14431.5 ±	162.7	257	0.9
*Rps6:ENSRNOG00000049025	7738.2 ±	88.5	397	7193.3 ±	179.5	446	0.9
Rps7:ENSRNOG00000008551	23143.1 ±	257.8	149	18565.1 ±	248.2	204	1.0
*Rps7:ENSRNOG00000027694	3.6 ±	0.3	13751	3.5 ±	0.3	13723	0.8
Rps8:ENSRNOG00000018768	36417.7 ±	577.2	86	34246.2 ±	498.0	99	1.2
Rps9:ENSRNOG00000011355	11785.5 ±	175.2	289	14631.5 ±	208.2	254	1.8
*Rps9:ENSRNOG00000049813	3203.4 ±	32.0	861	4394.3 ±	72.6	672	1.7

* Indicates that more than one transcript was expressed for this particular ribosomal subunit gene.

Initial sequencing of the Con4 group (denoted by Con4A) yielded poorer correlation with the other groups (r≥0.74 for log2 expression data) (Fig 1). To some extent, diminished correlation between Con4A and Con1 – Con3 was also evident when assessing profiles of the entire transcriptome (Fig 2). Interestingly, this was the case despite the fact that total clusters, genes detected, % genes detected, % transcriptome mapped, skewness, median coverage, and % of all genes mapped did not differ between Con1, Con2, Con3, and Con4A. One noticeable fluctuation was the slight decrease in %(G+C), which ranged from 43% to 48% for Con4A, compared to the usual 48% to 53% range for the other groups. The less than optimal sequencing results shown with Con4A were due to an Illumina library preparation kit that contained a less than optimal PCR Master Mix reagent.

**Fig 2:**
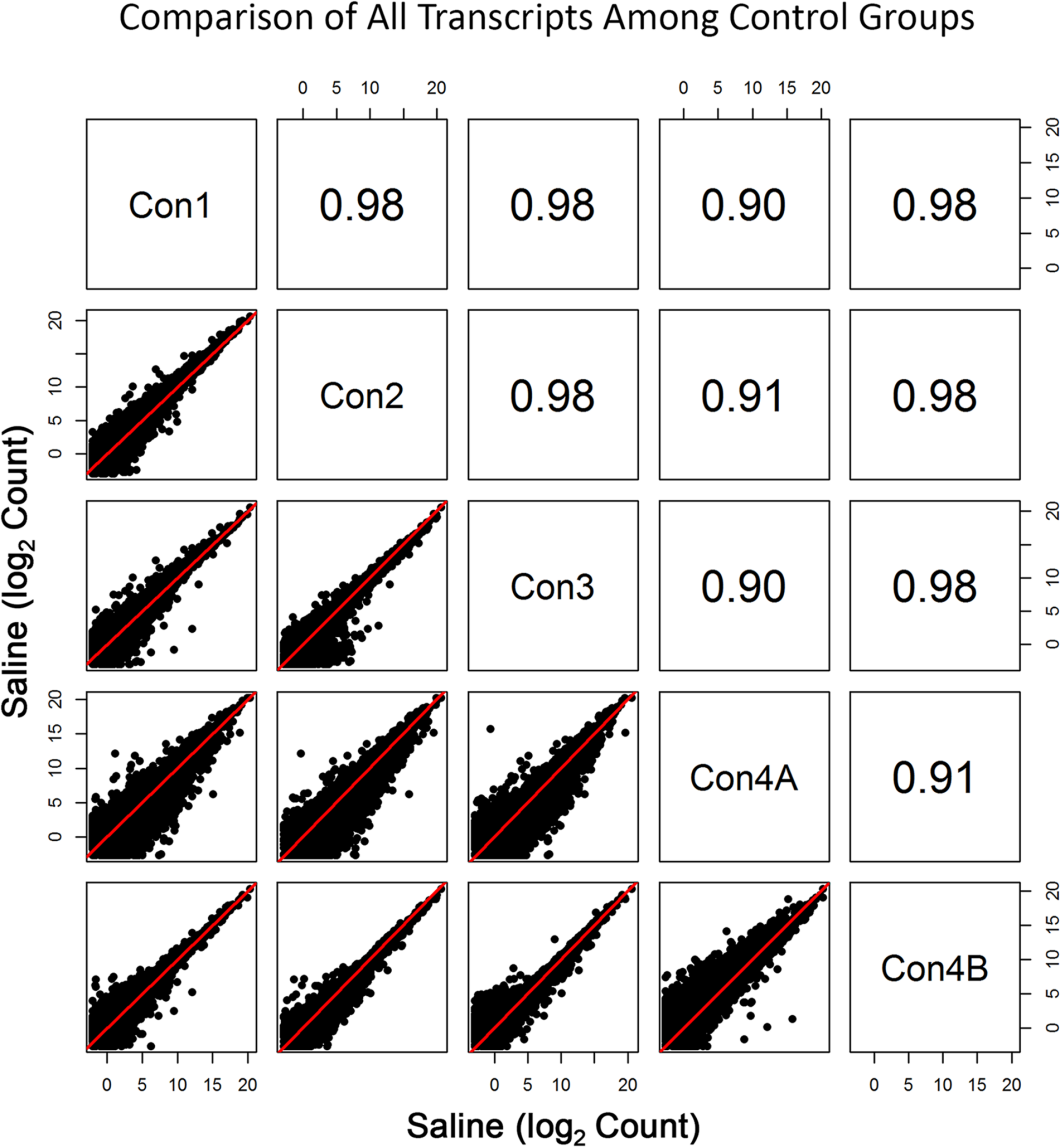
Comparison of All Transcripts among the Control Groups. Pearson correlation and scatterplot matrix of log2 normalized expression of all transcripts in control groups, Con1-Con4B. The red solid line is the identity line. Again, the aberrant results of Con4A are due to less than optimal amplification prior to sequencing.

Subsequently, aliquots of the same RNA from the 4 animals in the Con4A group were re-sequenced (denoted by Con4B), yielding a more accurate expression of the ribosomal proteins (Fig 1) and comparable %(G+C) values. Differential expression (DE) analysis of pairwise comparisons of the four control groups indicated that error rates (i.e. DE transcripts) were well below the nominal level. For example, DE analysis comparing Con1 and Con4B, the most distant pairwise time points, returned only 3 significant transcripts. Thus, although the groups were dosed and sacrificed two years apart, stability of transcript expression in control animals was maintained. When profiles of the ribosomal subunit expression for the four AMPH groups (AMPH1, AMPH2, AMPH3 and AMPH4) were compared to each other, pairwise correlation values were comparable to those observed for the control groups (correlation values among the four pairs ranged between 0.97 and 0.98). 

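The labels do not assign the 22 AMPH rats to the paper's time groups, so the log2 normalized counts plus 1 of the 96 transcripts were compared between single rats. These correlations are across transcripts, which are not independent replicates. Over the 231 pairs of AMPH rats, the median Pearson correlation was 0.944, with a range of 0.755 to 0.994, and 44 pairs reached 0.97. The median was 0.937 over the 28 pairs within the W series, 0.949 over the 91 pairs within the first series and 0.939 over the 112 pairs between the series. AMPH replicate 21 had the lowest correlations, with a median of 0.805 over its 21 pairs. Without it the median over the other 210 pairs was 0.947. The 6 pairs among the 4 controls had a median of 0.990 and a lowest value of 0.987. Keeping only the transcripts with at least 10 counts in every AMPH rat raised the median between AMPH rats to 0.979. From the values of its group means, the paper reasons that the AMPH groups were as alike as the control groups.

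**Figure D2:**
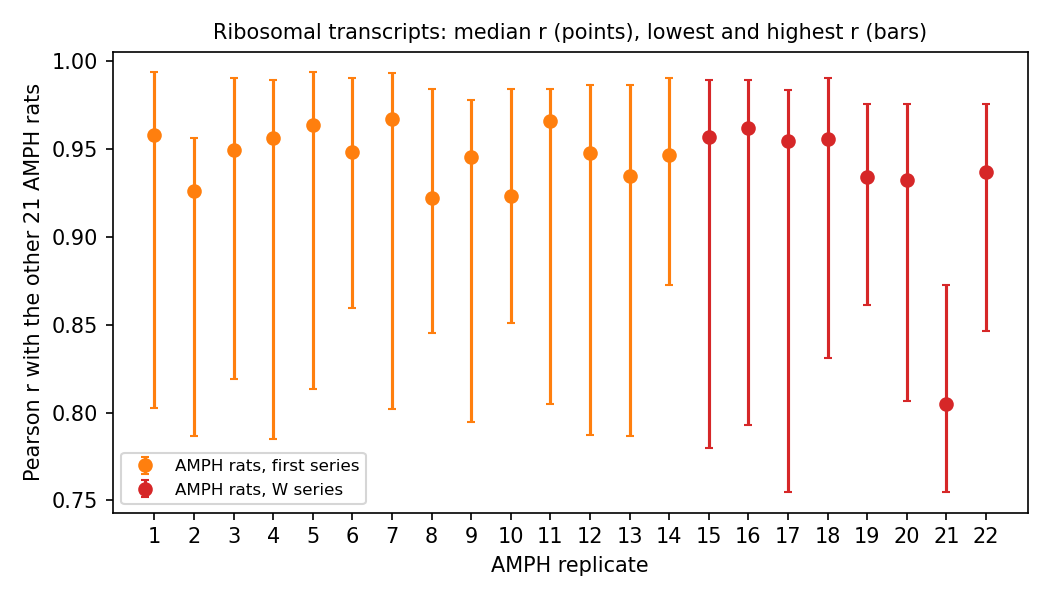
Pearson correlation of each of the 22 AMPH rats with the other 21 across the ribosomal transcripts of Table 1, as the median (points) and the lowest and highest value (bars). AMPH replicate 21 has a median of 0.805, below the medians of all other rats.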

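Across the transcripts of Table 1, the log2 means of the 4 controls and of the 8 W series AMPH rats had a Pearson correlation of 0.936. RPS4X (ENSRNOG00000003201) lay far off in this comparison, with a mean of 2.29 normalized counts in the controls and 3568.5 in the AMPH rats. That AMPH mean rested on replicate 21, with 27107. The transcripts are not independent replicates, so no p-value is given. The ribosomal correlation of control with AMPH had an SD of 0.0521 over single W series AMPH rats, with transcripts of 0 counts left out of each. Averaging log2 counts plus 1 over rats, in place of taking the log2 of the group mean, changed the value the most, to 0.978. In its discussion, the paper reasons that the majority of ribosomal transcripts change little with AMPH.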

Somewhat surprisingly, correlation between each control group and the time-matched AMPH group was at least 0.97 (Fig 3).

**Fig 3:**
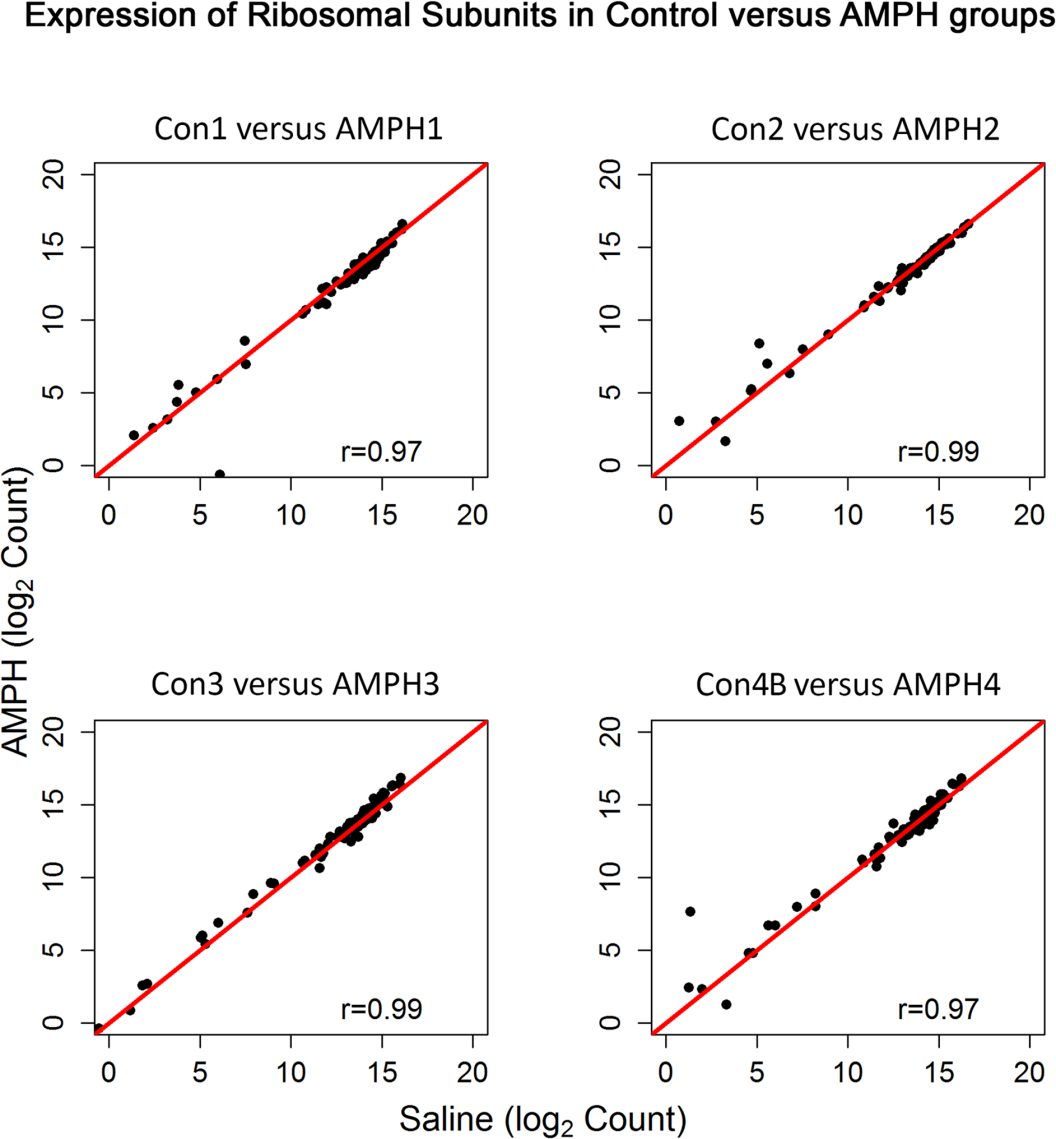
Expression of Ribosomal Subunits in the Control versus Amphetamine Groups. Pearson correlation and scatterplot matrix of log2 normalized expression of the ribosomal subunit proteins comparing each control group to its time-matched AMPH group. The red solid line is the identity line.

To further characterize repeatability of the control expression profiles, 29 genes specifically related to the immune system and found predominately on leukocytes were evaluated. 

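All 29 genes were in the files of the 4 controls and the 22 AMPH rats. The lowest control mean was 3.53 ± 7.06 normalized counts for Mme (SD, n = 4). Among AMPH rats the lowest was again Mme, at 1.32 ± 2.78 (SD, n = 22). Nos2 has 2 identifiers in the files, and ENSRNOG00000011023 was used because its AMPH mean lay nearer that of Table 2. Its means were 985 ± 1124 in the controls and 6671 ± 4357 in the AMPH rats, while the second identifier, ENSRNOG00000049980, had 233 ± 201.6 and 1805 ± 1056. The spread between controls was wide for several monocyte genes, as for Ccr1 with 3247 ± 2792 and Cd14 with 332 ± 237. Replacing DESeq2's size factors by edgeR's TMM factors, keeping all 6 controls, or keeping only the W series AMPH rats moved no mean of these 29 genes by more than its SD.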

The mean (and standard error) of each gene is reported in Tables 2 and 3 for both groups (all four subgroups were included in the calculations). Most of the selected genes are classified as cluster of differentiation antigens (i.e. classification determinant) and are located on the outer membranes of leukocytes. 

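Among the 7 genes, control means ran from 6.48 ± 7.25 normalized counts for Arg1 to 3247 ± 2792 for Ccr1 (SD, n = 4), a 501-fold range with a median of 559. The means of the 22 AMPH rats ran from 11.4 ± 14.9 for Cd163 to 8797 ± 3130 for Ccr1 (SD, n = 22), a 772-fold range. Il1b (ENSRNOG00000004649) had a mean of 11085 ± 8281 normalized counts in the controls and 25745 ± 11048 in the AMPH rats. With only the W series AMPH rats the Arg1 mean changed from 65.8 to 14.6, the largest relative move among these genes. The paper derives its wider range by adding Il1b to the group.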

The seven transcripts primarily expressed on monocytes/macrophages (*Ccr1*, *Cd14*, *Cd163*, *Cd68*, *Itgax*, *Nos2* and *Arg1*) had a 1000-fold range if indeed interleukin 1 β is exclusively produced in monocytes (*Il1b* counts reached 18,000). 

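In the 4 controls Cd28 had the lowest of these means, 276 ± 96.9 normalized counts, and Cd79b the highest, 5175 ± 2634 (SD, n = 4), an 18.7-fold range. The same 2 genes set a 25.2-fold range in the 22 AMPH rats, from 115.03 ± 81.2 to 2900 ± 1608 (SD, n = 22). Keeping all 6 controls changed the mean of Cd79b to 5514.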

Ten genes preferentially expressed in either T-cells (*Cd2*, *Cd3e*, *Cd8a*, *Cd28*, *Cd247*) or B-cells (*Cd19*, *Cd22*, *Cd79b*, *Cd180* and *Ly86*) had a median expression of 1921 with only slightly more than a 10-fold range. The median expression of 6 selected transcripts found in almost all leukocytes (*Cd300a*, *Cd44*, *Cd48*, *Cd84*, *Cd97* and *Sell*) was 6342 but ranged over 70-fold. 

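The lowest of these means in the controls was that of Cd84, with 164 ± 32.2 normalized counts (SD, n = 4). Cd300a had 784 ± 502, Cd48 had 3980 ± 511, Cd44 had 7533 ± 3669 and Cd97 had 10315 ± 5908. Over the 22 AMPH rats the means were 350 ± 154 for Cd84, 1708 ± 472 for Cd300a, 3232 ± 1055 for Cd48, 9562 ± 2044 for Cd44 and 16544 ± 5100 for Cd97 (SD, n = 22). Restricting the AMPH group to the W series changed the Cd84 mean to 309.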

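Camp had a mean of 1105 ± 937 normalized counts in the 4 controls (SD, n = 4), and Elane had 68.1 ± 73.4 and Mpo 47.4 ± 53.3. For Mme, Prtn3 and Ctsg the control means of 3.53, 7.38 and 15.0 came almost wholly from replicate 21, with 14.1, 28.2 and 59.8 normalized counts. Over the AMPH rats Camp had 1575 ± 1314 and Elane 212 ± 164, while the other 4 genes had means from 1.32 to 14.4 (SD, n = 22). With all 6 controls the Camp mean was 1358.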

The neutrophil related genes (*Camp*, *Elane*, *Mpo*, *Mme*, *Prtn3 and Ctsg*) had expression levels below 100 except for *Camp*.

**Table 2:** Expression of Selected Immune-Related Transcripts in Control and Amphetamine Treated Rats.

		Saline Controls		Amphetamine Treated		
	NCBI Gene Symbol	Mean ± S.E.M.	Expression Rank	Mean ± S.E.M.	Expression Rank	DE P-value
Primarily	*Ccr1*	6059.4 ± 282.2	484	7714.5 ± 131.9	424	N.S.
Expressed	*Itgax (Cd11c)*	1874.2 ± 24.6	1440	1976.7 ± 42.4	1358	0.0254
in Monocytes	*Cd14*	340.4 ± 12.4	5472	1624.1± 46.8	1580	0.0000
	*Cd163*	18.6 ± 1.4	11504	9.8 ± 0.6	12282	N.S.
	*Cd68*	578.4 ± 10.0	3888	957.6± 18.3	2471	0.0000
	Nos2*	3171.8 ± 228.5	870	6261.4± 211.1	510	0.0069
	Arg1*	14.1 ± 1.7	11901	62.2 ± 4.9	9161	0.0000
Primarily	*Cd2*	1174.2 ± 12.6	2211	552.4± 14.5	3636	0.0000
Expressed	*Cd3e*	1994.2 ± 27.7	1359	714.7± 14.6	3033	0.0000
in T-Cells	*Cd8a*	2551.0 ± 33.1	1086	998.0± 12.8	2390	0.0000
	*Cd28*	306.9 ± 5.1	5790	87.8 ± 2.1	8409	0.0000
	*Cd247*	1848.6 ± 18.7	1459	635.4 ± 11.7	3307	0.0000
Primarily	*Cd19*	2206.6 ± 41.6	1250	1126.1 ± 20.5	2181	0.0003
Expressed	Cd22	1362.0 ± 21.3	1943	991.8 ± 19.5	2409	N.S.
in B-Cells	*Cd79b*	4218.4 ± 92.8	658	2214.1 ± 46.3	1221	0.0100
	Cd180**	617.3 ± 12.3	3676	346.3 ± 9.2	4870	0.0008
	*Ly86*	536.7 ± 8.5	4116	379.7 ± 6.7	4620	0.0140
Primarily	*Camp(LL-37)*	1535.7 ± 91.2	1747	1370.5 ± 50.0	1806	N.S.
Expressed	*Elane*	87.2 ± 3.5	8977	207.6 ± 7.7	6259	0.0000
in Neutrophils	*Mpo*	17.1 ± 1.6	11633	11.7 ± 0.8	12003	N.S.
	*Mme*	2.3 ± 0.3	14332	1.3 ± 0.1	15028	N.D.
	*Prtn3*	0.4 ± 0.0	16292	1.3 ± 0.1	14972	N.D.
	*Ctsg*	3.9 ± 0.7	13676	1.6 ± 0.1	14704	N.D.
Expressed	*Cd300a*	968.5 ± 20.4	2589	1575.0 ± 19.3	1626	0.0000
In most	*Cd44*	8363.9 ± 146.3	380	8670.4 ± 84.9	380	N.S.
Leukocytes	*Cd48*	4284.9 ± 48.7	644	2925.8 ± 43.1	957	0.0033
	*Cd84*	252.6 ± 6.5	6362	320.7 ± 6.6	5091	0.0051
	*Cd97*	16286.2 ± 405.0	217	14734.5 ± 209.7	253	N.S.
	*Sell*	18067.8 ± 429.1	194	16497.2 ± 243.4	222	N.S.

*These genes may also be in dendritic cells as well as monocytes but the levels of dendritic cells are much lower in circulating blood than monocytes.

**This gene is also present in plasma cells but the levels of these types of cells in blood would be much lower than B cells in circulating blood.

**Table 3:** Citations for Gene Expression within Leukocyte Cell Types.

Ccr1	chemokine (C-C motif) receptor 1 [49]
Itgax (Cd11c)	integrin, alpha X [50]
Cd14	CD14 molecule [47,50,51]
Cd163	CD163 molecule [51]
Cd68	CD68 molecule [47]
Nos2	nitric oxide synthase 2, inducible [47]
Arg1	arginase 1 [47]
Cd2	CD2 molecule [52]
Cd3e	CD3e molecule [53]
Cd8a	CD8a molecule [54]
Cd28	CD28 molecule [55]
Cd247	CD247 molecule [56]
Cd19	CD19 molecule [53,57,58]
Cd22	CD22 antigen [54]
Cd79b	CD79b molecule [53,57,58]
Cd180	CD180 molecule [53,59]
Ly86	lymphocyte antigen 86 [54]
Camp (LL-37)	cathelicidin antimicrobial peptide [48,60]
Elane	elastase, neutrophil expressed [48,60]
Mpo	myeloperoxidase [48,60]
Mme (Cd10)	membrane metallo-endopeptidase [48,60]
Prtn3	proteinase 3 [48,60]
Ctsg	cathepsin G [48,60]
Cd300a	CD300a molecule [61]
Cd44	CD44 molecule [62]
Cd48	CD48 molecule [63]
Cd84	CD84 molecule [64]
Cd97	CD97 molecule [65]
Sell	selectin L [66]

The expression of these immune-related genes had near-1 correlation (r≥0.97) among the four control groups (Con1-Con3 and Con4B) (Fig 4). However, as expected, the correlation between each control group and its paired time-matched AMPH group was not as strong because of the known effect of the drug on the immune system (Fig 5). 

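The log2 means of the 29 genes in the 4 controls and the 8 W series AMPH rats had a Pearson correlation of 0.949, against 0.936 for the ribosomal transcripts in the same rats. Both are correlations across genes, which are not independent replicates. The ribosomal value includes RPS4X (ENSRNOG00000003201), at 2.29 normalized counts in the controls and 3568.5 in the AMPH rats. That AMPH mean rested on replicate 21. Over single AMPH rats, with genes of 0 counts left out of each, the SD was 0.0598 for the immune-related correlation of control with AMPH and 0.0521 for the ribosomal correlation of control with AMPH. Since both values come from the same rats, the correlations of each rat with the control means were also compared within the rat, a comparison added after the data had been seen. On log2 counts plus 1 the ribosomal value was the higher in 6 of the 8 rats, by 0.0112 ± 0.0617 on average (SD, n = 8, exact sign-flip permutation p = 0.680). With zeros left out, as in the group values, it was the higher in 8 of the 8, by 0.0502 ± 0.0255 (exact permutation p = 0.00781, the smallest these rats can give). Over all 22 AMPH rats on log2 counts plus 1 it was the higher in 18, by 0.0368 ± 0.0560 (permutation p = 0.00402). Without AMPH replicate 21 the difference in the W series was 0.0315 ± 0.0239 (n = 7, exact permutation p = 0.0313). The ribosomal minus immune-related correlation within a rat thus depended on that rat and on the treatment of zeros. A rank correlation moved the immune-related value furthest, to 0.908, where the ribosomal value was 0.972. With all 22 AMPH rats the values were 0.925 and 0.952. In both of these settings the ribosomal value was the higher, so their order depended on the setting. The paper attributes the lower correlation of the immune-related genes to the effect of the drug on the immune system.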

Fig 6 presents the log_2_ fold change of AMPH to control expression for the selected immune-related genes, except for the three neutrophil-related genes with very low expression. Relative expression is presented for all four time-matched groups and also for all of the data (denoted by a purple diamond). 

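In the 8 W series AMPH rats compared with the 4 controls, 0 of the 26 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and neither did any of the 12853 genes tested. The smallest adjusted p-value of any gene was 0.427. Before adjustment 4 of the 26 genes had a p-value under 0.05. Without AMPH replicate 17 that number was 14, and the smallest adjusted p of any gene was 0.0903 from edgeR's test. Exchanging saline control replicate 19 with AMPH replicate 17, picked as the largest of 32 exchanges, gave 1704 genes. A mislabelled pair is weighed under the other observations and was left undecided. In exact permutation tests of the log2 normalized counts plus 1 over the 495 splits of these rats, the smallest p among the 26 genes was 0.0404, for Nos2, and its Benjamini-Hochberg value over the 26 was 0.189. The smallest p these group sizes allow is 0.00404. When edgeR's common dispersion was estimated from these rats, the biological coefficient of variation was 0.522. Simulated data used edgeR's dispersion trend (median 0.2249), with 200 genes changed by 2 to 3 log2 units. Of these, 90.5% were given back, and smaller changes were not simulated. Each gene was drawn independently and genes with few counts were not changed, so 90.5% need not hold for these rats. With the rats that share a replicate number entered as pairs (replicate block, 4 controls and 4 AMPH rats), the count was again 0, of 23 genes tested. Rats with the same number had a mean correlation of their deviations of 0.223, against -0.0745 for rats with different numbers (exact p = 0.0833 over 24 pairings). The labels number the rats within each group and state no pairs, so pairing by number is an assumption. The count changed most, among the alternatives fixed in advance, with all 22 AMPH rats, when 5 of the 26 genes passed, namely Ccr1, Cd14, Cd300a, Cd8a and Nos2. The first series rats of that fit share no sequencing project with the controls. From its comparison of the groups, the paper concludes that AMPH changed the expression of immune-related genes.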

AMPH has a significant effect on 15 of the 26 genes. Relative to control, all of the genes primarily expressed in T-cells decreased approximately 1.5- to 3.0-fold, while 4 of the 7 monocyte-specific transcripts increased between 2.0 and 6-fold. 

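The means of all 5 T-cell genes were lower in the 8 W series AMPH rats than in the 4 controls, with log2 fold changes from -0.923 for Cd28 to -0.616 for Cd2. Cd3e (log2 fold change -0.838, standard error 0.420) had an adjusted p of 0.491 in edgeR's quasi-likelihood test. Its count lay below that of every control in 7 of the 8 rats (exact permutation p = 0.0444, Benjamini-Hochberg value 0.189 over the 26 genes). Cd8a (log2 fold change -0.662, standard error 0.341) had an adjusted p of 0.492 and was also below every control in 7 of the 8 rats. The exception was AMPH replicate 17, whose Cd8a and Cd28 counts lay above those of every control. Among the 7 monocyte genes the means of 6 were higher in the AMPH rats, and the ratios of the means to those of the controls ran from 0.752 for Cd163 to 6.68 for Nos2. Nos2 (log2 fold change 2.72, standard error 0.935) had an adjusted p of 0.427, and 6 of the 8 rats were above every control. Cd14 (log2 fold change 2.03, standard error 0.752) had an adjusted p of 0.431, with 6 of 8 above every control. Ccr1 (log2 fold change 1.28, standard error 0.578) had an adjusted p of 0.477, with 6 of 8 above every control. With all 22 AMPH rats the log2 fold change of Cd14 was 2.34 (adjusted p = 0.0285), that of Nos2 2.76 (adjusted p = 0.0328), that of Ccr1 1.44 (adjusted p = 0.0432) and that of Cd8a -0.882 (adjusted p = 0.0341), all from edgeR's test. The paper concludes that T-cell transcripts fell and that most monocyte transcripts rose.

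**Figure D3:**
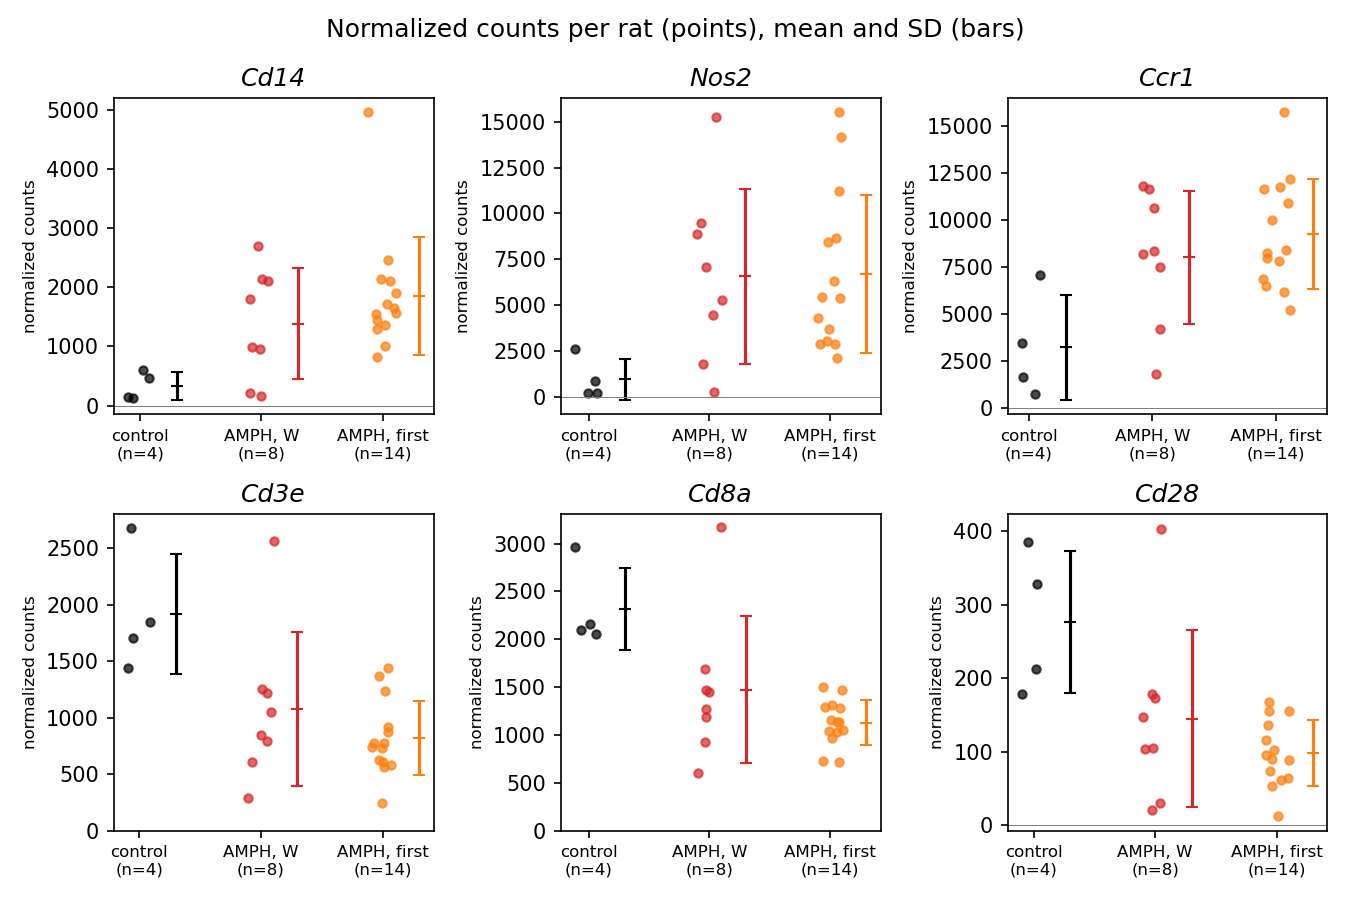
Normalized counts of Cd14, Nos2, Ccr1, Cd3e, Cd8a and Cd28 in each of the 4 controls, the 8 W series AMPH rats and the 14 first series AMPH rats (points), with the mean and SD (bars). For Cd3e and Cd8a, 7 of the 8 W series AMPH rats lie below every control.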

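Among the B-cell genes, the log2 fold change of the 8 W series AMPH rats to the 4 controls was -0.726 for Cd180, -0.518 for Ly86, -0.458 for Cd79b and -0.133 for Cd22. Cd180 (standard error 0.433) had an adjusted p of 0.517 in edgeR's quasi-likelihood test, and 5 of the 8 AMPH rats were below every control. Among the genes found in most leukocytes, the means of Cd300a, Cd44, Cd84 and Cd97 were higher in the AMPH rats and that of Cd48 was lower. Cd84 had a log2 fold change of 0.906 (standard error 0.410, adjusted p = 0.477 from edgeR), with 6 of 8 AMPH rats above every control. Cd300a had 0.865 (standard error 0.419, adjusted p = 0.487 from edgeR), with 3 of 8 above every control. With the 22 AMPH rats in place of the 8, Cd300a reached 1.13 (adjusted p = 0.0334) and Cd84 1.09 (adjusted p = 0.0575).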

Expression of 3 of the 5 genes relatively specific for B-cells decreased around 1.5-fold, and genes that are normally expressed in most leukocytes were not significantly different (less 1.5-fold), with only two of the six genes (Cd300a and *Cd84*) reaching significance between AMPH and control.

**Fig 4:**
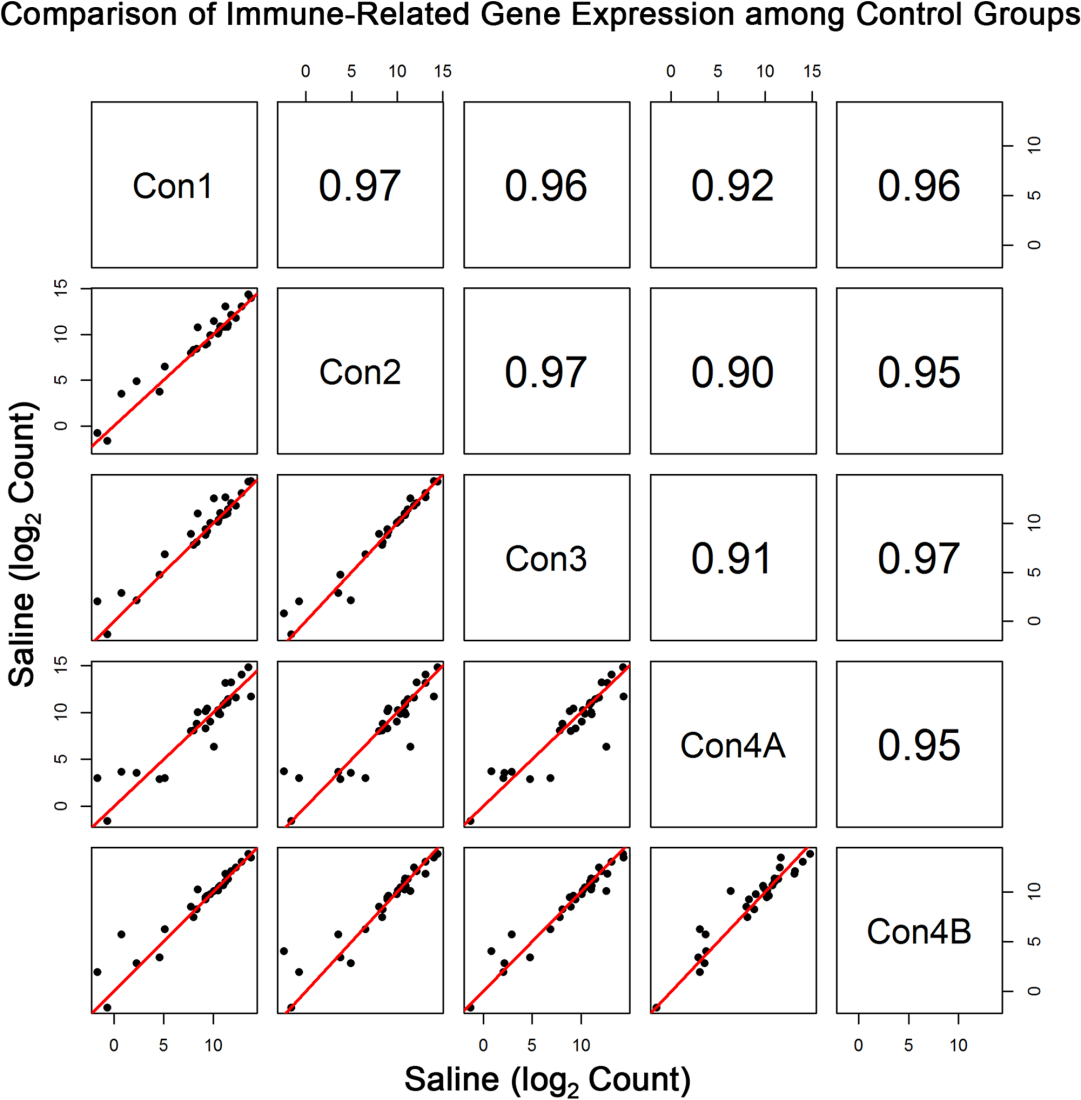
Comparison of Immune-Related Transcripts among the Control Groups. Pearson correlation and scatterplot matrix of log2 normalized expression of the selected immune-related genes in control groups, Con1-Con4B. The red solid line is the identity line.

**Fig 5:**
Expression of Immune-Related Genes in the Control versus Amphetamine Groups. Pearson correlation and scatterplot matrix of log2 normalized expression of the selected immune-related genes comparing each control group to its time-matched AMPH group. The red solid line is the identity line.

**Fig 6:**
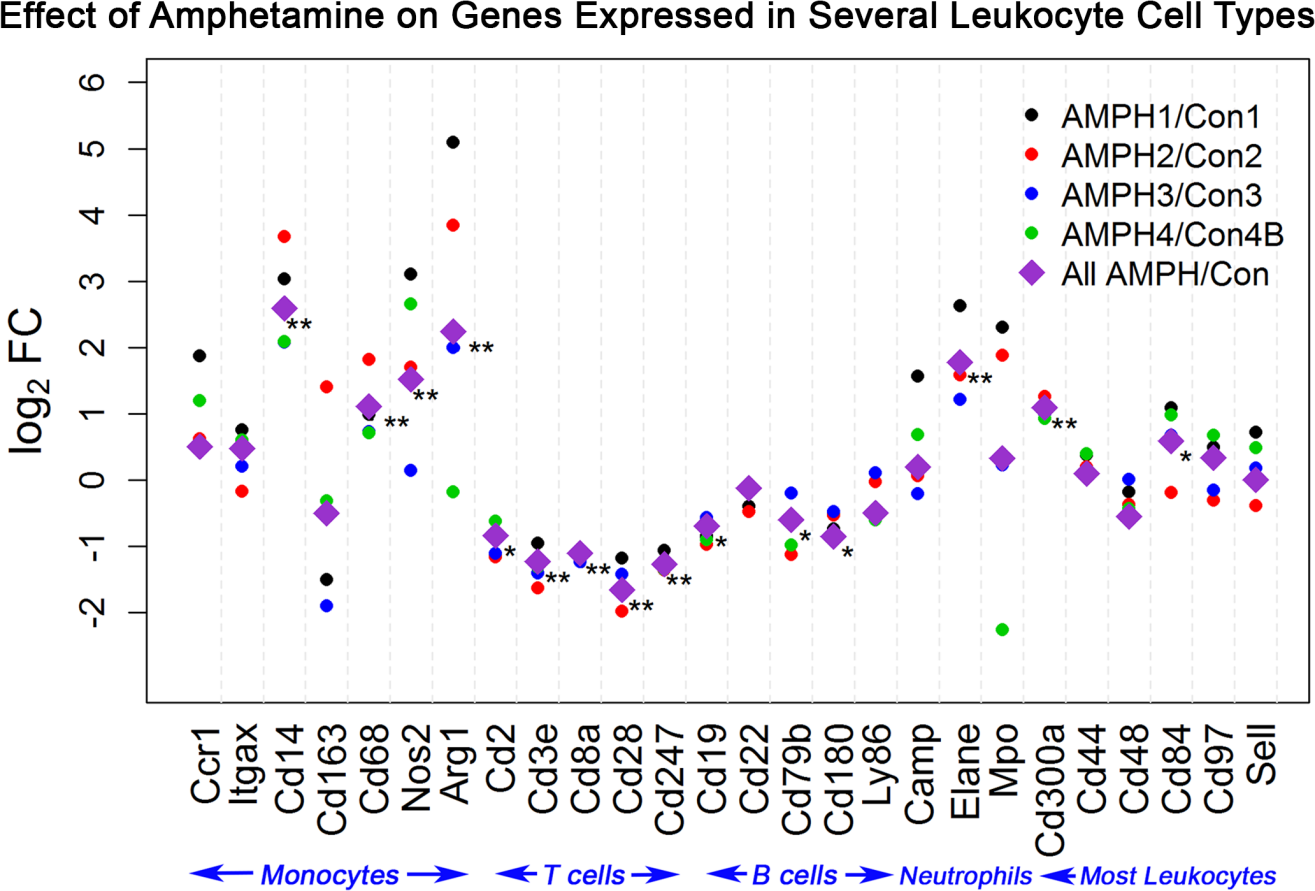
Expression Changes in Genes Primarily Expressed in Monocytes, B-cells or T-cells, and all Leukocytes as a Result of Neurotoxic AMPH Exposure. Scatterplot of log2 fold change (AMPH to control) expression of the selected immune-related genes. For each gene, values of log2FC are presented for each time-matched subgroup comparison using a different colored dot for each subgroup (AMPH1/Con1, black; AMPH2/Con2, red; AMPH3/Con3, blue and AMPH4/Con4B green). The pooled expression of AMPH to control over all subgroups (AMPH/Con) is represented by a purple diamond. Differential expression was assessed for the latter comparison. Log2FC expression for genes with adjusted p-values smaller than 0.05 and 0.58 < |log2FC| < 1 is marked by one asterisk. Likewise, expression for genes with adjusted p-values smaller than 0.05 and |log2FC|≥ 1 is marked with two asterisks.

The levels of the major types of leukocytes in blood for control and AMPH are presented in Table 4. The levels of the lymphocytes (72.3%), neutrophils (23.6%), monocytes (3.5%), eosinophils (0.4%) and basophils (0.2%) were as would be expected based on standard reported levels Monocytes were significantly upregulated by AMPH; the levels of neutrophils were also upregulated by AMPH and marginally significant. Lymphocytes were significantly down-regulated by AMPH.

**Table 4:** Analysis of Leukocyte Cell Types Present in the Whole Blood of Control and Amphetamine Treated Rats.

Cell Type	Control ^b^	AMPH ^a^	Reference for Charles River Control ^b^
Total Leukocytes (WBC)	10.60 ± 1.00	9.93 ± 1.03	10.83 ± 3.84
Lymphocytes (T- and B-cells)	7.65 ± 0.69	5.55 ± 0.57*	6.72 ± 2.53
Neutrophils	2.51 ± 0.49	3.57 ± 0.48*	3.31 ± 1.67
Monocytes	0.37 ± 0.06	0.90 ± 0.14*	0.67 ± 0.33
Eosinophils	0.04 ± 0.01	0.03 ± 0.01	0.13 ± 0.13
Basophils	0.02 ± 0.00	0.06 ± 0.02	0.03 ± 0.04
Erythrocytes (RBC)	7.83 ± 0.34	8.44 ± 0.24	7.6 ± 1.17

^a^ Values for the total and various cell types of leukocytes are measured in thousands (10^3^) per cubic mm of blood and erythrocyte levels are given in millions (10^6^) per cubic mm of blood. Reported values represent mean ± SEM for blood samples collected from 16 control and 16 AMPH animals.

^b^ Reference values for the total and various cell types of leukocytes and RBCs for 56 to 70 day old adult male Charles River Crl:CD(SD) rats were obtained from http://www.criver.com/files/pdfs/rms/cd/rm_rm_d_cd_rat.aspx. The mean ± standard deviation levels are given.

*p < 0.05; Mann-Whitney U test.

## Discussion

The results of our study demonstrate the stability of whole blood RNA-seq transcriptome profiles after globin transcript depletion. Globin depletion was implemented since it has been observed to improve the transcriptome profile in whole blood in previous studies using RNA-seq methods [2]. Any loss of RNA due to globin removal was reasonably consistent since comparisons of transcriptome profiles over a period of two years were highly correlated for both the control and treatment group. The level of agreement is also attributed to consistent expression of each experimental group across time. Our study provides evidence that the consistency and repeatability of RNA-seq of whole blood can be validated by profiling expression of the ribosomal subunits. However, further studies will be necessary to determine whether this approach is more sensitive than methods such as the detection of aberrant G-C profiles [28]. The utility of RNA-seq data from whole blood was further demonstrated by the completeness of the expression profile of immune-related genes as well as the consistent effect that drug treatment had on the expression of these genes, at least in the case of a toxic exposure to AMPH [29].

The 80s ribosome is a group of more than 70 transcripts, of which are all expressed at relatively very high levels [14]. 

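In the 4 controls 13 of the 96 transcripts ranked outside the top 5%, and each of the 13 belongs to a gene with another transcript inside it. With the paper's rank of 844 it was 14, the additional one being Rpl22. Mean normalized counts of 8 transcripts were below 100 in the controls. The lowest was RPL37 (ENSRNOG00000033803) with 2.15 ± 1.45 (SD, n = 4), while the other transcript of that gene ranked 81. RPS4X (ENSRNOG00000003201) had 2.29 ± 1.54 in the controls, and its other transcript ranked 79. With edgeR's TMM normalized counts the number inside the top 5% was 83, the same as with DESeq2's.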

Note that there are 10 transcripts with lower expression; however, the gene for each of these transcripts produced another transcript (splice variant) that measured at much higher levels. As seen in this study, the one anomalous group of RNA-seq data (Con4A) that was less than optimal showed large variability in these transcript levels (Fig 1). This was solely due to a very rare instance of amplification kit variability. Although the observed variability in Con4A expression was somewhat apparent in the entire transcriptome (Fig 2), the deviant variation was readily apparent when profiling the ribosomal subunits. As an example, Pearson correlation values for Con4A were at least 0.90 for the whole genome but were as low as 0.74 when comparing expression levels of the ribosomal transcripts.

An additional benefit of using ribosomal transcripts rather than the entire genome is that the majority of ribosomal transcripts do not change much with AMPH treatment. Only two of the ribosomal transcripts were significantly differentially expressed between control and AMPH (p<0.05 and FC>2). 

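Between the 8 W series AMPH rats and the 4 controls, 94 of the 96 transcripts could be tested, and 0 had an adjusted p-value under 0.05 with a more than 2-fold change in edgeR's quasi-likelihood test. The replicate block fit of rats paired by number gave 0 as well. The largest log2 fold change was 10.5 for RPS4X (ENSRNOG00000003201, adjusted p = 0.427 from edgeR). DESeq2's Wald test gave 1 transcript, this same one (log2 fold change 6.38, adjusted p = 0.00647). Its mean rested on AMPH replicate 21, with 27107 normalized counts. With all 22 AMPH rats edgeR's count was also 0. The paper counts the small number of changed transcripts as a benefit of using ribosomal transcripts rather than all of them.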

However, it is not yet known how other types of drug/toxicant treatments will affect subunit expression relative to control. Several ribosomal proteins have been used as “housekeeping” genes to normalize RT-PCR expression across individual RNA samples, although they may not be optimal in all tissues [11–14]. 

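Rpl7 had a mean of 29092 ± 5966 normalized counts in the 4 controls (SD, n = 4), rank 90, and 32032 ± 10257 in the 22 AMPH rats (SD, n = 22), rank 117. Its log2 fold change in the W series AMPH rats was 0.179 (standard error 0.263, adjusted p = 0.768 from edgeR's quasi-likelihood test). Over these 26 rats it ranged from 18107 to 54476, a coefficient of variation of 30.7% against a median of 36.6% for the transcripts of Table 1. Of those transcripts, 24 varied less than Rpl7 and 21 had a higher mean, and Rpl4 and Rps3a were the 2 with both. The lowest coefficient of variation was that of Rpl27, 20.4% at a mean of 7049 normalized counts.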

As an example, in our study, ribosomal protein L7, Rpl7, was identified as the highest consistently expressed transcript across all 41 samples. Finally, a relatively high expression for at least one transcript of each gene in the ribosomal subunit is almost as important as consistent expression. This is because expression of all of the genes is necessary to form one of the most numerous protein complexes in an organism. Our data showed that at least one transcript for each ribosomal gene ranked in the upper 5^th^ percentile of expression. One could argue that the use of a set of 10 or so genes commonly used to normalize RT-PCR data would provide a better way to determine the potential for significant variation in whole blood RNA-seq. However, such analysis would be limited in some respects because the specific genes in a set of housekeeping genes for RT-PCR are not linked by a common process or protein complex. Thus, unlike the set of ribosomal transcripts, it is much more difficult to determine whether the relative levels of the various genes previously used to normalize RT-PCR are as they should be (in relationship to each other).

In this study, we profiled the expression of immune-related genes (mostly cell determinant genes that are expressed on leukocytes). The stability and consistency of the expression of these immune-related genes are also important as these are the genes in whole blood, along with cytokines and chemokines protein levels in blood, that are used to evaluate how the immune system is responding to a given disease, treatment or toxic insult [30–37]. These genes are major effectors in the chemokine and cytokine signaling system of leukocytes. There have been previous reports on how gene expression, as determined by microarray or RNA-seq, is affected in human blood in anorexic patients or after acute ethanol exposure [38,39]. However, these studies focused primarily on genes not necessary directly related to cytokines, chemokines, or receptors that are exclusively or predominately localized to leukocytes. One very recent RNA-seq study investigated the effects of immunosuppression on the expression of genes related to cytokine/chemokine signaling in mononuclear cells isolated from peripheral blood in patients involved in [40]. A pronounced 10-fold or more down regulation of these genes was observed due to the immunosuppression. Our data clearly indicates that RNA-seq methods are also a sensitive method for detecting changes in gene expression related to cytokine and chemokine signaling resulting from toxic exposures, in this case AMPH.

We observed that the levels of transcripts relatively specific for monocytes, T-cells, B-cells, neutrophils or present in all leukocytes were roughly as expected in the circulating blood of rat. Transcript levels relatively specific for monocytes, the least abundant cell type (3%), were readily detectable in the control and amphetamine groups, and some such as *Ccr1* had very high expression. All but one of the genes specific for neutrophils, which are 8 to 15% of the all WBCs in rat, were at low levels. This would be expected due to the nature of mature neutrophils present in circulating blood. However, some genes, mostly those also present in other types of WBCs, can be induced [19]. Therefore, some of the expression that we observed in blood of interleukin 1b (*Il1b*) and neutrophil cytosolic factor 1 (*Ncf1*), which were at very high levels (data not shown), could have been due to expression in neutrophils as well as monocytes. 

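Il1b (ENSRNOG00000004649) had 11085 ± 8281 normalized counts in the 4 controls (SD, n = 4), rank 258, and 25745 ± 11048 in the 22 AMPH rats (SD, n = 22), rank 160. Ncf1 (ENSRNOG00000001480) had 3601 ± 1502 in the controls, rank 642, and 6076 ± 1664 in the AMPH rats, rank 552. In the 8 W series AMPH rats the log2 fold change was 1.25 for Il1b (standard error 0.513, adjusted p = 0.462) and 0.7097 for Ncf1 (standard error 0.354, adjusted p = 0.491), both from edgeR's quasi-likelihood test. Il1b was above every control in 6 of the 8 rats and Ncf1 in 3. With DESeq2's Wald test and all 22 AMPH rats, a combination added after the files were seen, the adjusted p was 0.0157 for Il1b and 0.0168 for Ncf1. The paper proposes that neutrophils contributed to this expression along with monocytes.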

Thus, the overall profile of immune expression was well represented.

There was a significant difference between the control and amphetamine groups for several of the selected immune-related genes. 

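Comparing the 8 W series AMPH rats with the 4 controls, 0 of the 26 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, so none passed with a 2-fold or a 1.5-fold change. A possible mislabelled pair among these rats is weighed under the other observations. In the fit with the replicate block none passed either, with rats of the same number assumed to be pairs. DESeq2's Wald test on the same rats gave 1 gene, Nos2 (log2 fold change 2.74, adjusted p = 0.0306). All 22 AMPH rats with edgeR gave 5 genes with at least a 1.5-fold change, 4 of them at least 2-fold. All 22 with DESeq2's Wald test gave 9 and 8 genes. The last combination was added after the results of the others had been seen. From these changes, the paper concludes that the groups differed in several immune-related genes.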

Specifically, 10 of the 26 immune-related genes had 2-fold or greater change in expression and 5 additional genes demonstrated at least 1.5-fold change in expression. Two genes, *Cd14* and *Arg1*, increased expression more than 4-fold as a result of amphetamine exposure. 

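Cd14 (log2 fold change 2.03, standard error 0.752) was 4.16 times as high in the 8 W series AMPH rats as in the 4 controls, with 1383 ± 942 (SD, n = 8) against 332 ± 237 normalized counts (SD, n = 4). Arg1 (log2 fold change 1.11, standard error 1.11) was 2.25 times as high, with 14.6 ± 22.8 against 6.48 ± 7.25. The adjusted p-values were 0.431 and 0.656 from edgeR's quasi-likelihood test. Arg1 in this group rested on AMPH replicate 19, with 69.8 normalized counts where the next highest rat had 12.5. Over all 22 AMPH rats the ratios of the means were 5.07 for Cd14 and 10.2 for Arg1, and 20 of the 22 rats were above every control for Cd14 and 10 for Arg1.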

Importantly, the response (change in transcript levels) of all these genes, except *Cd163*, was very consistent across all four treatment groups. 

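The labels do not assign the rats to the paper's treatment groups, so the direction was counted in single rats. The 6 controls match the paper's Con4 in number and in the 2 rats above 5000 Mb counts. The AMPH rats of the W series do not match its AMPH4 in number. Of the 22 AMPH rats, 21 lay below every control for Cd3e, Cd8a and Cd28, and 19 for Cd247. For Cd14 20 lay above every control, and for Nos2 and Cd84 19 did. For Cd163 only 2 lay above every control, and none could lie below since 1 control had 0 counts. It had a log2 fold change in the W series of -0.445 (standard error 1.19, adjusted p = 0.878 from edgeR's quasi-likelihood test). Its sign changed with all 22 AMPH rats, to 0.256. The paper describes the response of all but Cd163 as alike across its groups.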

In general, many of the changes observed in these immune related genes might be expected to be due to AMPH exposure, including the increase in β-adrenergic stimulation produced by AMPH releasing norepinephrine [41–44]. Finding treatment-induced changes in immune-related transcripts is of the utmost importance since previous, and likely subsequent, animal studies involving gene expression in blood or serum have focused on changes related to immune system function.

Our data on cell counts of monocytes and lymphocytes (T-cells and B-cells) in circulating blood indicate that the transcript expression changes may be partially explained by increased or decreased numbers of specific types of leukocytes present in circulating blood after AMPH. The monocyte count increased slightly over two fold while the lymphocyte levels decreased approximately 30%. In regards to the monocytes, the increase in their numbers could partially explain the increase in expression of genes specifically found in them. Nonetheless, the changes in numbers/counts cannot explain all the gene expression changes seen. The expression increases in monocyte-specific genes range from a less than 1.5-fold increase (*Ccr1* and *Itgax*) to almost a 6-fold increase for *Cd14*, which would strongly argue that there is likely a relative change in the relative expression of the genes present within the circulating monocytes. 

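In the 8 W series AMPH rats the ratios to the control means were 1.49 for Itgax, 1.57 for Cd68, 2.25 for Arg1, 2.47 for Ccr1, 4.16 for Cd14 and 6.68 for Nos2, while Cd163 had 0.752. Over all 22 AMPH rats they were 1.48 for Itgax, 1.88 for Cd68, 10.2 for Arg1, 2.71 for Ccr1, 5.07 for Cd14, 6.77 for Nos2 and 1.20 for Cd163. In the W series the standard errors of the log2 fold changes ran from 0.450 for Cd68 to 1.19 for Cd163. None of the 7 had an adjusted p under 0.05 there from edgeR's quasi-likelihood test. In the replicate block fit, which keeps 4 controls and 4 AMPH rats, the log2 fold change of Itgax was -0.358 in place of 0.570. Most of that move was also present in the same rats without the block. From the spread of the increases, the paper argues that relative expression within the circulating monocytes likely changed. It proposes that their higher number could account for part of the increase.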

Likewise, the 30% decreases in the number of circulating T-cells and B-cells may not explain the much greater fold change decreases, particularly in T-cell-related genes. Overall, the increases in the circulating blood expression profile and monocyte and neutrophil cells numbers indicate an activation of the innate immune system by AMPH [45–48].

The stability of transcript expression in four control groups of animals (Sprague-Dawley rats in this study) over a two-year timeframe was strong. However, more importantly, the changes in gene expression of the animals given a neurotoxic dosage of AMPH relative to the controls were very consistent across all four time points. Thus, the work presented here demonstrates that under these conditions control and treatment-specific animals can be pooled for analysis. The increase in sample size will subsequently increase power to detect differentially expressed transcripts. The ability to show reproducibility of treatment effect on the transcriptome over time lends to the validation of the expression changes that are reported.

How the deposited data were processed for this re-analysis (not part of the article)

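RNA from the globin-depleted whole blood of single rats was sequenced. The files hold 64 rats, of which 6 saline controls and 22 AMPH rats in a 22.5 C environment belong to the paper's comparison. The other rats were given AMPH at 16 C (15 rats) or saline at 16 C (5 rats), or saline in a 39 C environment (16 rats). The authors clipped the reads, aligned them to the rat Ensembl transcriptome with bowtie and quantified them with RSEM, and deposited the expected counts of each gene, not normalized and not rounded. No genome or annotation was at hand, so genes are named by the symbols and identifiers of the files and no positions are given.

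Expected counts were rounded to whole numbers, as in the paper. Files of different sequencing projects list different genes (6 lists, 26405 genes in any file and 17366 in all). A gene missing from a list was treated as not measured, and each fit used the genes listed in all of its files. The paper's replacement of outlying transcripts by trimmed means was not repeated, so single rats weigh more in the means given here. The 2 controls with more than 5000 Mb counts were left out as in the paper, leaving 4. The main comparison set these 4 against the 8 AMPH rats with IDs ending in W, the form of ID that all the controls carry. Time groups of the paper are not in the labels and were not assigned. The paper's AMPH group holds fewer rats than the labels give, and all 22 were kept.

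Differential expression was computed with edgeR 4.0.16 (TMM normalization, quasi-likelihood test) in R 4.3.3 on genes with at least 10 counts in at least as many rats as the smaller group, with Benjamini-Hochberg adjustment. The thresholds were an adjusted p of 0.05 and an absolute log2 fold change above 0.58 or 1. DESeq2 1.42.0 gave the normalized counts used for means, ranks and correlations, and its Wald test was an alternative. Means, exact permutation tests and correlations were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9. Errors are SDs between rats unless named otherwise, and the standard error of an edgeR log2 fold change is its size divided by the square root of the F statistic. The rule for the genes named was written before the files arrived: every gene the paper names in its text, Table 2 or Table 3, and from Table 1 those its text names or past the threshold. Added to these were the 10 genes with the largest change among those past the threshold, with a mean of at least 100 normalized counts in 1 group and every W series AMPH rat on the same side of every control. That last set is empty in the main fit.

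Total counts per saline control or AMPH rat ran from 19055615 to 40530319. At this depth sampling noise is small for all but genes with few counts, and the variation between rats sets the precision, with a biological coefficient of variation of 0.522 in the main fit. Within each condition every pair of rats differed by far more than sampling noise. The lowest chi-square per gene between any pair was 57.4. The fitting functions were tested on simulated data with 200 changed genes. At the rats' trended dispersion edgeR recovered 90.5% of changes of 2 to 3 log2 units with 5.73% false calls, and DESeq2 93.5% with 15.8%. Each gene was drawn independently, so rats that deviate in many genes together were not simulated.

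Alternatives fixed before the files arrived covered the normalization, the test, the filter on low counts, the Mb criterion, the AMPH rats included, the replicate block, the sequencing project as a covariate and leaving out each control. Leaving out each AMPH rat, restricting the AMPH rats to the controls' projects, using rats that share a replicate number without the block, combining DESeq2 with another set of rats, comparing the 2 ID series, and comparing the ribosomal with the immune-related correlation within each rat by a sign-flip permutation test were added after the data had been seen. Up to 100 other splits of the rats were drawn for each comparison. Claims that compare control groups with each other, RNA integrity and cell counts were not analysed here, since no file covers them.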

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

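A sample far from the others of its group was looked for in 82 sets of values, of the saline controls, the W series AMPH rats and the cool saline controls. About 1 in 20 groups is flagged by chance, or 4.1 of these 82 sets, and 19 values were flagged. Not every gene of Table 2 was included. Many of these genes rise and fall together, so the flags are not independent.

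AMPH replicate 21 had 12358 genes detected where the next lowest W series AMPH rat had 14503, and its median ribosomal correlation with the rats of its series was 0.806 where the next was 0.934. Its Elane count was also high, at 841 normalized counts. The predictions for library size, for a few genes taking most of the counts and for the sequencing project were made only after its low correlation had been seen. Library size did not explain it, since the rat's 33.3 M counts lay within the range of the other AMPH rats. The rat had 37.0% of its counts in its 10 highest genes, but the rat with the next largest share had a typical median correlation of 0.935. Over the genes with 1 transcript in Table 1, its median correlation rose to 0.899, within the range of the other AMPH rats. That was predicted in advance for reads shared between gene copies. Only AMPH replicates 13 (0.893) and 17 (0.890) lay lower, while the remaining rats had 0.921 to 0.977. The division of reads between near-identical transcripts is therefore a candidate for part of the low correlation. The low number of genes detected was not addressed by that test. AMPH replicate 21 was the only 1 of the 64 rats in its sequencing project, so the rat cannot be told apart from a batch. No biological explanation was tested.

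AMPH replicate 17 was flagged for 4 lymphocyte genes, with 2570 normalized counts of Cd3e, 3178 of Cd8a, 404 of Cd28 and 2152 of Cd22, each the highest of the W series AMPH rats. Saline control replicate 19 was flagged for Cd97, with 19090 normalized counts where the next control had 8429. A mislabelled sample is weighed under the other observations, where exchanging these 2 rats gave 1704 genes. That test left the possibility open. Of the other controls, replicate 17 was flagged for Cd8a with 2961 normalized counts.

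Saline control replicate 21 was flagged for 3 neutrophil genes, with 14.1 normalized counts of Mme, 28.2 of Prtn3 and 59.8 of Ctsg, where the other controls used had 1.26 or fewer. Flags at counts this low were also raised for AMPH replicate 19 (4.58 for Mme and 69.8 for Arg1) and AMPH replicate 22 (6.82 for Ctsg and 78.4 for Mpo). No explanation was tested for these. Saline control replicate 22, left out for its Mb counts, had the lowest median ribosomal correlation of the 6 controls, 0.960 where the next had 0.985. Among Mb counts, 41 in AMPH replicate 19 and 131 in cool saline control replicate 1 were flagged, both far below the criterion of 5000.

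In rats the paper did not analyse, Mb counts reached 19852 in an AMPH rat at 16 C and 9909 in a saline rat at 39 C, against at most 131 in the 5 cool saline controls. Counts were above 5000 in 2 of the 15 AMPH rats at 16 C and 1 of the 16 saline rats at 39 C. Whether cardiac or skeletal muscle accounts for this was asked after these counts had been seen. Over all 64 rats Mb rose with the mean of 5 cardiac markers, with a Spearman correlation of 0.961 and a Pearson correlation of 0.976 (both permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted 5e-05 over 20 relations). Without the 2 rats farthest from the median of Mb the values were 0.957 and 0.968. Within the groups of at least 6 rats the Spearman correlation was 0.962 for AMPH, 0.979 for AMPH at 16 C, 0.943 for saline controls and 0.917 for saline at 39 C. Within the 5 sequencing projects of at least 6 rats it ranged from 0.661 to 1. With 4 skeletal markers the Spearman correlation was 0.540 and the Pearson correlation 0.491 (permutation p = 2e-05 and 5e-05, adjusted 8e-05 and 0.00017). Without those 2 rats the values were 0.507 and 0.454. Within projects the skeletal Spearman correlation ranged from -0.102 to 0.714. Within the groups it was 0.461 for AMPH, 0.721 for AMPH at 16 C, 0.771 for saline controls and 0.285 for saline at 39 C. These correlations point to cardiac more than skeletal muscle as the source, as a hypothesis. In every rat above 5000 Mb counts, including the 2 controls left out, the skeletal markers Myh1 and Myh4 had 0 counts. Tnnt3 had 37 to 166 there, against up to 773 in the other rats. The cardiac markers had 801 to 11152. Tnnt3 was also present without Mb, at 342 counts in AMPH replicate 15 with 0 Mb counts, so it cannot separate the tissues here. It enters the skeletal mean above, which weakens that contrast. Only Myh1 and Myh4 thus argue against skeletal muscle in these rats, and both were also 0 in many other rats. Acta1, the remaining skeletal marker, goes the other way, at 242 to 798 against at most 268 elsewhere. An effect of treatment on Mb was not tested in the rats the paper did not analyse.

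In the saline rats at 39 C, 10 of the 26 immune-related genes differed from the 4 saline controls by at least 1.5-fold with an adjusted p under 0.05 in edgeR's quasi-likelihood test. None of the other splits of these rats gave as many, so 1 of 100 splits, the real one, reached that count. As a check on sequencing batch, predicted before the result, the AMPH rats of the 2 ID series differed in 0 of the 26 genes. Only 4 controls, all of the W series, stand on one side of the comparison, no hyperthermic rat shares a sequencing project with them, and library size and the share of a few genes were not tested. The difference therefore cannot be called biological, and leaving out single controls lowered the count to as few as 2. In the rats at 16 C, 28 genes differed between AMPH and saline, and 7 of the 100 splits gave at least 28. Leaving out single cool controls lowered the count to between 0 and 19. Of the 26 immune-related genes 0 differed, a count that all 100 splits reach by definition. Only 1 AMPH rat at 16 C was sequenced in the project of the cool controls, so drug and batch cannot be told apart there.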

How the results depend on the processing

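The design, the main settings and most alternatives were written before the processed files arrived. Of the 13 headline results 5 changed little under every alternative, by less than the SD between rats for a correlation and by at most 1.5 times for a count. These were the ribosomal and the immune-related correlation of controls with AMPH rats, the numbers of ribosomal transcripts in the top 5% in controls and in AMPH rats, and the 0 immune-related genes that differ between the 2 ID series of AMPH rats. The order of the ribosomal and the immune-related correlation did change, since a rank correlation reversed it.

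The main fit gave 0 genes changed by AMPH. The count was 0 with DESeq2's size factors in edgeR, with all 6 controls, and with no filter or a stricter filter on low counts. It was 0 as well with the sequencing project as a covariate and with only AMPH rats of the controls' projects. The 12 fits that each left out 1 rat gave from 0 to 0 genes. Before adjustment, 4 immune-related genes had a p under 0.05 in the main fit of edgeR's quasi-likelihood test. That number was 1 without saline control replicate 17 or 18 and 14 without AMPH replicate 17. It was 11 with all 6 controls and 10 with the project as a covariate. DESeq2's Wald test gave 201 genes, 201 of them changed at least 1.5-fold, with 1 of the 26 immune-related genes and 1 ribosomal transcript past the threshold. In simulated data at the rats' dispersion 15.8% of DESeq2's calls were false, against 5.73% of edgeR's. All 22 AMPH rats gave 804 genes, 781 at least 1.5-fold, with 5 immune-related genes. This alternative adds 14 rats, and also sequencing projects that hold no control. After seeing the data, 2 combinations were added. DESeq2's Wald test with only AMPH rats of the controls' projects gave 368 genes, 357 at least 1.5-fold, and 1 immune-related gene. DESeq2's Wald test with all 22 AMPH rats gave 2085 genes, 1883 at least 1.5-fold, and 9 immune-related genes. The fits without single AMPH rats, those limited to the controls' projects and those limited to shared replicate numbers were also chosen after seeing the data.

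With the replicate block, 4 paired controls and AMPH rats gave 0 genes, 0 at least 1.5-fold, 0 immune-related genes and 0 ribosomal transcripts. The same rats without the block gave 0 of each as well. Below the threshold the 2 fits differed. Of the 23 immune-related genes tested, 7 had an unadjusted p under 0.05 with the block and 1 without it. The smallest adjusted p of any gene was 0.0964 with the block and 0.846 without it, from edgeR's quasi-likelihood test. Rats of the same number had deviations correlated at 0.223 on average, against -0.0745 for other numbers (exact p = 0.0833). At 16 C the replicate block gave 1 immune-related gene, Cd84, which was higher with AMPH, and the same 5 and 5 rats without it gave 1 other, Cd79b, which was lower. The main fit of all rats gave 0. Over all genes these 2 fits gave 163 and 542, the main fit 28, and the 5 fits that each left out 1 cool control from 0 to 19. The pairing check there gave -0.0599 for the same number and 0.0154 for others (exact p = 0.908), with no sign of pairing. The labels number the rats within each group and state no pairs, so pairing by number is an assumption. At 16 C the rats paired in this way came from different sequencing projects.

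For the immune-related genes at 16 C, DESeq2's Wald test gave 3. The fit limited to shared sequencing projects at 16 C was not run, since 1 AMPH rat remained. For environmental hyperthermia the count of 10 rose to 17 with all 6 controls and ranged from 2 to 10 across the 4 fits that each left out 1 control. For the interaction, the 4 fits that each left out 1 control gave from 0 to 1 of the 26 immune-related genes. Over all genes the interaction was less stable, with 0 genes in the main fit, 171 without saline control replicate 19, 119 with all 6 controls and 85 with DESeq2's Wald test. The median ribosomal correlation between AMPH rats rose from 0.944 to 0.979 with transcripts of at least 10 counts in every AMPH rat.

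Of 960 rows for single genes, means and the comparison within rats, 922 were unchanged, 12 log2 fold changes reversed and 25 rows passed the threshold only under an alternative, 21 of them log2 fold changes. The other 4 are the ribosomal minus immune-related correlation within a rat with zeros left out, with all 22 AMPH rats, with both and without AMPH replicate 21. The log2 fold change of Itgax was -0.358 with the replicate block and -0.000833 for the same paired rats without it. The log2 fold change of Cd163 was 0.256 with all 22 AMPH rats, 0.150 with the sequencing project as covariate and 0.263 with all 22 and DESeq2, and ranged from -0.861 to 0.585 with 1 rat left out. The log2 fold change of Cd22 ranged from -0.333 to 0.0371 with 1 rat left out. The log2 fold change of Mb was 0.329 with all 22 AMPH rats, 1.23 with the replicate block and 0.800 with the project as covariate, and ranged from -2.90 to 1.72 with 1 rat left out. The mean Mb count of the controls moved to 3622 with all 6 controls. None of these reversed changes was past the threshold in either setting.

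The variation between rats, more than the depth, sets the precision of these results. Whether the small number of rats accounts for the absence of changed genes is left open under the other observations. The biological coefficient of variation was 0.522. With 4 controls, the trended dispersion and independent genes, edgeR recovered 90.5% of simulated changes of 2 to 3 log2 units. Smaller changes were not simulated. For Mme, Prtn3 and Ctsg the counts were too low to be tested in the main fit.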

Differences from the paper's values

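Of 250 means of Tables 1 and 2 compared, 19 differed by more than the larger error and more than 1.5-fold. The paper's errors are SEMs, and its control means rest on 20 rats, of which the files analysed here hold only the W series controls. In 3 genes the values of 2 transcripts stood the other way round. For Rplp1, ENSRNOG00000013874 had 49209 in controls and 79932 in AMPH rats against the paper's 40.9 and 79.4, and ENSRNOG00000011955 had 44.9 and 86.9 against the paper's 55821.4 and 74504.6. For Rps28, ENSRNOG00000049442 had 6510 and 7240 against the paper's 25.6 and 42.2, and ENSRNOG00000042886 had 21.4 and 42.5 against the paper's 6562.1 and 6716.2. For Rps4x, ENSRNOG00000029574 had 32270 and 32892 against the paper's 0.7 and 67.2, and ENSRNOG00000003201 had 2.29 and 1299 against the paper's 32176.8 and 30607.2. None of the alternatives set before the files arrived (edgeR's TMM normalized counts, all 6 controls, only the W series AMPH rats) closed any of these gaps.

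In the controls, Rpl37 (ENSRNOG00000033803) had 2.15 against the paper's 6.3, and none of the alternatives closed the gap. Rpl9 (ENSRNOG00000030476) had 268 against the paper's 153.6, and with all 6 controls it had 208, which lies within the larger error or 1.5-fold, while TMM did not close the gap. Nos2 had 985 against the paper's 3171.8 and Arg1 had 6.48 against the paper's 14.1, and no alternative closed either gap. Ccr1 had 3247 against the paper's 6059.4 and Cd97 had 10315 against the paper's 16286.2. With edgeR's TMM normalized counts Ccr1 had 3360 and Cd97 had 10653, both within the larger error, while all 6 controls did not close these gaps. Cd84 had 164 against the paper's 252.6, and both TMM (169) and all 6 controls (181.3) brought it within 1.5-fold. For the AMPH rats no mean of Table 2 differed. For Nos2 this does not count as a test, since its identifier was chosen for an AMPH mean near that of Table 2. The second identifier had a mean of 1805 in the 22 AMPH rats.

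Of the 26 immune-related genes 0 changed at least 1.5-fold with an adjusted p under 0.05, against the paper's 15, and 0 changed at least 2-fold, against the paper's 10. None of the alternatives set before the files arrived closed either gap, the nearest being all 22 AMPH rats with 5 and 4. DESeq2's Wald test with all 22 AMPH rats gave 9 and 8. That combination was chosen after seeing the values, and its 8 is within 1.5-fold of the paper's 10. No ribosomal transcript (0) changed at least 2-fold, against the paper's 2, and DESeq2's Wald test gave 1, so no alternative closed the gap.

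For Nos2 the log2 fold change was 2.72, against about 1.5 in the paper's Fig. 6, read by eye. It fell within 1 standard error of that with the replicate block (1.79) and without saline control replicate 17 (2.39) or 18 (2.38), and not under the other alternatives. For Cd28 the log2 fold change was -0.923, against about -1.7 in the paper's Fig. 6. It fell within the error with all 22 AMPH rats (-1.25) and the replicate block (-1.28), and not under the other alternatives.

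The paper names Hba as the highest expressed transcript. Its mean was the highest here too, but in 7 of the 14 first series AMPH rats ENSRNOG00000043866 was higher. The paper singles out Rpl7 as the highest consistently expressed transcript. The paper's stability criteria were outliers, low measurements and group differences, which were not used to rank transcripts here. By another measure, Rpl4 and Rps3a had a higher mean and a lower coefficient of variation than the 30.7% of Rpl7. The paper places Ccr1 among the monocyte genes with the smallest increase. Here its ratio to controls was 2.47, above that of Cd68 at 1.57 and Arg1 at 2.25. The paper gives Cd14 the largest increase among these genes, and here Nos2 had 6.68 against 4.16 for Cd14. It also places Arg1 with Cd14 among the most increased, where Arg1 had 2.25 in the W series and 10.2 over all 22 AMPH rats. The paper lists Rpl22 as the only ribosomal gene without a transcript in the top 5%, and here Rpl22 ranked 907, inside the top 5% of the genes detected though outside the paper's rank of 844. It names Cd300a and Cd84 as significant, and their adjusted p-values were 0.487 and 0.477 in the main edgeR fit. With all 22 AMPH rats they were 0.0334 and 0.0575 from edgeR's quasi-likelihood test. DESeq2's Wald test with all 22, a combination chosen after seeing the data, gave 0.00254 and 0.0158.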

Other observations

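No gene passed the threshold between the AMPH and saline control rats of the W series, and 100 of the 100 splits drawn of these rats gave at least as many genes, which a count of 0 fixes in advance. The same holds for the genes changed at least 1.5-fold, the immune-related genes and the ribosomal transcripts. Of these 100 splits 3 gave any gene, and the largest count was 272.

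Explanations for the absence of changed genes were proposed only after it had been seen, and the prediction for a mislabelled sample after the counts of single rats had been seen as well. For sequencing batch, fitting the project as a covariate left the count at 0. For the number of rats, using all 22 AMPH rats gave 804 genes, so the small groups may contribute. That fit also adds sequencing projects without a control. For a mislabelled sample, each of the 32 exchanges of 1 control with 1 AMPH rat was fitted. Exchanging saline control replicate 19 with AMPH replicate 17 gave 1704 genes, 13 of them among the 26 immune-related genes, and the next largest exchange gave 1. The exchange was picked as the largest of the 32, so its count is not a test of treatment and no fold change was computed from it. AMPH replicate 17 lay outside the range of the 14 first series AMPH rats in 22 of the 26 genes, and the other W series AMPH rats in 1 to 10. Saline control replicate 19 lay outside it in 7, and the other controls in 14 to 22. The prediction asked for few genes in the control, with a cutoff coded before the count was known, and 7 is just above it, so the test is undecided. A mislabelled pair could explain the result, and so could 2 single rats that differ from their groups for another reason. These cannot be told apart with the counts alone, and all other values use the labels as given.

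The 3 pairs of Table 1 transcripts with values the other way round were asked about after they had been seen. Exchanging the 2 identifiers within the pair brought the control means nearer the paper's in 3 of the 3 pairs. The pairs were picked for standing the other way round, so this had to follow and does not test the explanation. An exchange of identifiers remains possible, and the files do not show where the difference arose.

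The effect of AMPH was compared between the 22.5 C and 16 C environments by an interaction term over 9 saline and 23 AMPH rats. It gave 0 of the 26 immune-related genes, a count of 0 that all 100 of 100 shuffles within environments reach by definition. The AMPH rats of the 2 ID series also differed in 0 of the 26 genes (again 100 of 100 splits), so this comparison gives no sign of a difference for sequencing batch to explain. With spreads this wide, a difference between environments is not excluded.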
